# Pathophysiological mechanisms underlying phenotypic differences in pulmonary radioresponse

**DOI:** 10.1038/srep36579

**Published:** 2016-11-15

**Authors:** Isabel L. Jackson, Yuji Zhang, Søren M. Bentzen, Jingping Hu, Angel Zhang, Zeljko Vujaskovic

## Abstract

Differences in the pathogenesis of radiation-induced lung injury among murine strains offer a unique opportunity to elucidate the molecular mechanisms driving the divergence in tissue response from repair and recovery to organ failure. Here, we utilized two well-characterized murine models of radiation pneumonitis/fibrosis to compare and contrast differential gene expression in lungs 24 hours after exposure to a single dose of whole thorax lung irradiation sufficient to cause minor to major morbidity/mortality. Expression of 805 genes was altered as a general response to radiation; 42 genes were identified whose expression corresponded to the threshold for lethality. Three genes were discovered whose expression was altered within the lethal, but not the sublethal, dose range. Time-course analysis of the protein product of the most promising gene, resistin-like molecule alpha, demonstrated a significant difference in expression between radiosensitive versus radiotolerant strains, suggesting a unique role for this protein in acute lung injury.

Approximately two-thirds of cancer patients will undergo radiation therapy (RT) at some point during the course of their disease. However, the potential of RT in controlling loco-regional malignancy is limited by the risk of severe adverse effects on surrounding normal tissues. Moreover, chronic, often debilitating, treatment-related side effects often impart a significant emotional, psychosocial, and economic burden on cancer survivors, a population which counted 13,776,251 people in the U.S. on January 1, 2012^1^. Indeed, a recent report from the U.S. Centers for Disease Control found cancer survivors spend $8000 more per year on healthcare costs with productivity losses of >$3700 compared with the average population^2^. Improved understanding of the complex biological mechanisms that lead to RT-induced normal tissue injury, may in turn lead to new therapeutic strategies to prevent, mitigate, and/or treat normal tissue complications from RT.

For tumors located within the thoracic region (i.e. lung, breast, thymomas, etc.), lung damage is one of the most common normal tissue complications associated with RT due to the relatively high pulmonary sensitivity to ionizing radiation^3^,^4^. The clinical incidence of symptomatic lung injury typically varies from 5–50% depending on a number of physical, clinical, and biological parameters in particular the prescribed dose and the dose-distribution in the normal lung^5^. However, patient-to-patient variation in the development of lung injury suggest there is an underlying innate component that influences latency and severity of radiation pneumonitis/fibrosis among a genetically diverse population.

Over the past several years, we systematically characterized the pulmonary response to radiation among three genetically different, but related murine strains to select the most appropriate animal models to reflect the pathogenesis of radiation-induced lung disease (RILD) in humans and interrogate the underlying mechanisms of injury to improve target identification and test potential radiation injury mitigators for clinical translation^6^,^7^,^8^,^9^. In those studies, we defined the dose-response, latency, duration, and pathogenesis of injury in age- and sex-matched C57L/J, CBA/J, and C57BL/6J mice. Data demonstrate RILD in the C57L/J murine strain best approximated the relative dose range, time-course, and pathogenesis of injury observed in both non-human primate models and humans^8^,^9^. In contrast, the lungs of C57BL/6J (BL6) mice demonstrated a greater tolerance to radiation with a substantially longer latency period^8^,^9^.

In this study, we hypothesized that variation in pulmonary radioresponse among murine strains could be exploited to identify candidate “susceptibility” genes and/or pathways that participate in the pathogenesis of radiation injury^6^,^7^,^10^,^11^,^12^,^13^. Specifically, the objective of this study was to identify individual genes or gene patterns that represent a “switch” between tissue repair and recovery versus lethal damage using microarray technology. To this end, we performed differential gene expression analysis of lung tissue 24 hours after thoracic irradiation across the dose range where the risk of fatal radiation damage to the lung rises steeply in the two strains (C57L/J and BL6). The results identified 42 unique candidate genes and pathways which correspond to increased sensitivity to radiation damage. Next, expression of the most promising candidate gene, *Retnla*, was validated at serial time points after whole thorax lung irradiation (WTLI), covering the asymptomatic (1 day through 6 weeks) and symptomatic (to 180 days) phase in our rodent models and correlated with airway epithelial damage and inflammation.

Taken together, the results suggest tissue fate is sealed at the time of radiation exposure as a result of innate differences in cellular response to the initial insult and downstream damage. Common tissue responses, such as T-cell mediated inflammation, appear to be a consequence rather than a driver of cell damage, which can have significant implications for discovery and development of pharmacologic management strategies. Importantly, this study identified new therapeutic targets and possible biomarkers for RILD risk prediction that should be further developed in preclinical and clinical studies.

## Results

### Comparison of the radiation dose response relationship for radiation-induced lung damage in C57L/J and C57BL/6J mice

In C57L/J mice irradiated at 10–12 weeks of age, the incidence of lethal pneumonitis/fibrosis increases sharply over a range of 9.0 to 12.0 Gy WTLI, with no significant difference observed between female versus male mice in 180-day survival (p = 0.13, Logistic Regression) (Fig. 1A). In contrast, sex has a dose-modifying effect on 180-day morbidity/mortality in C57BL/6J mice irradiated at 10–12 weeks of age. For every 1 Gy increase in radiation dose, the odds of dying for female mice by day 180 is 3.54 (p < 0.0001) and 1.62 in male mice (p = 0.003, Logistic Regression) compared with unirradiated animals. The threshold dose for major morbidity/mortality after WTLI in C57BL/6J mice is approximately 12 Gy in females vs. 14 Gy in males (Fig. 1B).

### Differential gene expression analysis identified 805 genes commonly expressed as a general response to radiation in C57L/J and C57BL/6J mice

Due to the shift in the position of the dose-response curve, we designated C57L/J mice as “radiation sensitive” and C57BL/6J mice as “radiation resistant” for the purpose of comparison. To elucidate differential gene expression patterns in sham versus irradiated lungs across the dose-range that results in lethality in C57L/J and/or C57BL/6J mice, we exposed mice to a single dose of 0 Gy, 12.5 Gy, or 15 Gy of 320 kVp x-rays to the whole thorax (dose rate 67 cGy min^−1^, HVL = 1 mm Cu). Animals were culled twenty-four hours after exposure for differential gene expression analysis (n = 3/dose/strain). 

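Lung RNA of female C57L/J, C57BL/6J and CBA/J mice was measured on Affymetrix mouse oligonucleotide arrays 24 hours after irradiation of the thorax with 0, 12.5 or 15 Gy. C57L/J is the strain that the paper calls radiation sensitive and C57BL/6J the strain that it calls radiation resistant. The 9 arrays of CBA/J, another inbred strain, were compared separately from the 18 arrays of the paper's 2 strains. Each of the 9 groups of strain and dose held 3 mice, with 1 array per mouse from the right upper lobe. The authors' deposited values are linear intensities of 45101 probe sets. The submitters' notes name Affymetrix Expression Console 1.1 as the software, and the summary algorithm is not given in the sources used here. The mean intensity after trimming 2% was 500 on every array. The paper describes quartile-normalized data, and the median intensity ran from 127.6 to 167 between arrays. Between 14% and 19.3% of the values of an array lay below an intensity of 32. Intensities were floored at 1, which changed 37 to 111 values per array, and taken to log2. Of the probe sets, 34958 carried 1 gene symbol, and the brightest probe set of each gene gave 18194 genes. Groups were compared with limma. Genes were counted at the study's criterion, an unadjusted p under 0.01, which 182 genes would pass by chance, and at a Benjamini-Hochberg adjusted p under 0.05. Among simulated changes of 1 log2 unit between 0 and 12.5 Gy in C57L/J, 71% met the study's criterion and 40% passed after adjustment; for changes of 2 units these shares were 88% and 71%. The number of arrays limits the precision, since an exact permutation test of 3 mice against 3 cannot give a p below 0.1.
Transcripts of the lung epithelium were abundant on all 27 arrays, with log2 intensities from 14.2 to 14.9 for surfactant protein C (Sftpc) and from 14.6 to 15.3 for the club cell gene Scgb1a1. Skeletal muscle transcripts were uneven. The mean of 10 muscle genes lay 3.06 to 8.17 log2 units above the median array on 9 arrays and at most 0.44 above it on the other 18. Of these 9 arrays, 1 came from C57L/J mice at 15 Gy, 2 from C57BL/6J mice at 12.5 Gy, 2 from C57BL/6J mice at 15 Gy, 2 from CBA/J mice at 0 Gy and 2 from CBA/J mice at 12.5 Gy. Thyroglobulin (Tg) reached 13.5 to 15.1 on 3 of the 9 arrays and at most 5.6 elsewhere. These tissue genes were chosen after the values had been seen.

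**Figure D1:**
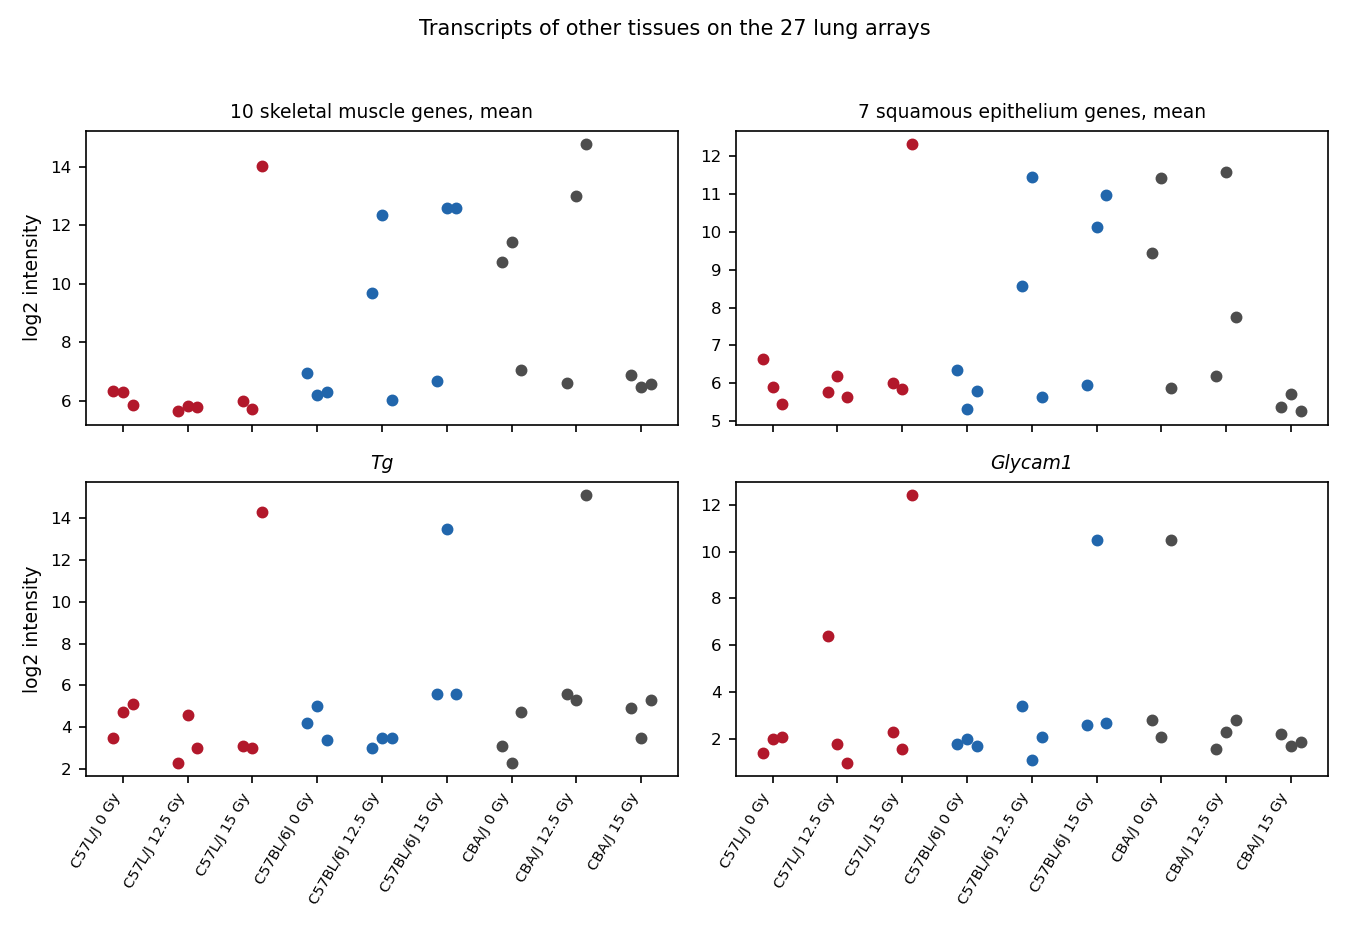
Log2 intensity per array by strain and dose for the mean of 10 skeletal muscle genes, the mean of 7 squamous epithelium genes, Tg and Glycam1; each dot is 1 array, with C57L/J in red, C57BL/6J in blue and CBA/J in grey. The muscle and squamous means are high on the same 9 arrays, and Tg is high on 3 of them.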

Messenger RNA (mRNA) was extracted and global changes in the transcriptome profile examined using Affymetrix oligo arrays to identify candidate genes and/or pathways associated with development of RILD (Fig. 2A).

DNA microarray expression profiling identified 805 genes altered in response to radiation in both C57L/J and C57BL/6J (BL6) mice (Fig. 2B). 

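Between 0 and 12.5 Gy the carboxylesterase gene Ces2e rose by 2.91 ± 0.29 on the log2 scale in C57L/J lungs (SE, n = 3 mice per dose, limma adjusted p = 0.0394) and by 2.45 ± 0.27 in C57BL/6J lungs (adjusted p = 0.0379). Celf5, which encodes an RNA-binding protein, rose by 2.27 ± 0.18 (adjusted p = 0.0297) and by 2.53 ± 0.26 (adjusted p = 0.0347). Ddias, an anti-apoptotic gene induced by DNA damage, rose by 2.62 ± 0.14 in C57L/J (adjusted p = 0.019), while the gastrin-releasing peptide gene Grp fell by 2.35 ± 0.28 (adjusted p = 0.0477). Both went the same way in C57BL/6J, by 1.79 and -1.89 (unadjusted p = 0.00145 and 0.00419), without passing after adjustment. In C57BL/6J the interferon-induced antiviral gene Oas3 rose by 2.56 ± 0.29 (adjusted p = 0.0387), though its unadjusted p was 0.017 in a fit over all arrays, and the endothelial apelin receptor gene Aplnr fell by 1.91 ± 0.19 (adjusted p = 0.0343). Aplnr also changed by -1.74 in C57L/J (unadjusted p = 0.000728, adjusted p = 0.074). Oas3 did not meet an unadjusted p under 0.01 in both strains.
At the study's criterion of an unadjusted p under 0.01, 822 genes changed in C57L/J (304 higher and 518 lower) and 659 in C57BL/6J (176 higher and 483 lower). Median-centring of the arrays gave 416 higher and 345 lower genes in C57L/J. After adjustment 94 and 95 genes passed. The 3 values of each dose did not overlap for 21.1% and 18.1% of genes, where chance gives 10%. Both strains shared 269 genes at the study's criterion, where independent lists would share 29.8 (Fisher's exact test, one-sided p = 1.52e-196). Genes are not independent replicates, so this p does not measure replication between mice. Of 100 splits of the arrays 1 gave as many genes, and the highest other gave 13. Of the 269 genes, 56 were higher and 212 lower in both strains, and 1, the angiotensin receptor gene Agtr2, went opposite ways (-3.29 in C57L/J and 2.34 in C57BL/6J). Agtr2, chosen after its values were seen, lay near background, and with a floor of 32 it changed by 0 in both strains. Only 24 genes passed in both strains after adjustment. The shared count was 131 without the arrays with skeletal muscle transcripts, which leaves 1 C57BL/6J array at 12.5 Gy, 87 with a filter on variation and 424 with an intensity trend and robust prior. Among the 20 largest changes, 9 genes in C57L/J and 10 in C57BL/6J had a group mean below a log2 intensity of 5. Between 0 and 15 Gy the study's criterion gave 693 genes in C57BL/6J, 12 of them after adjustment, and 338 in C57L/J. With 1 array left out the first count fell to 437 (without replicate 2 at 0 Gy), and the second was 214 (without replicate 2 at 0 Gy) to 561 (without replicate 3 at 15 Gy, which carried skeletal muscle transcripts). None of the 338 passed after adjustment by limma, with 1355 genes at an unadjusted p under 0.05 and 340 at a random variance p under 0.01.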

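Between 12.5 and 15 Gy in C57BL/6J lungs no single gene passed after adjustment, and lists of B cell, plasma cell, endothelial and glucocorticoid-induced genes moved only by a test with a preset correlation between genes; with an estimated correlation no list was called, and the lowest of these 4 adjusted p-values was 0.34. Of 28 B cell genes 24 were higher, with a median log2 change of 0.5 (camera adjusted p = 1.3e-06), as were 12 of 12 plasma cell genes, with a median of 0.39 (adjusted p = 0.00014). Endothelial genes were lower in 28 of 33 cases, with a median of -0.17 (adjusted p = 0.00064), and glucocorticoid response genes in 15 of 17, with a median of -0.18 (adjusted p = 0.00035). No member of the 4 lists passed over all genes or adjusted over the list alone. The immunoglobulin light chain genes Igkv4-68 and Igkv8-30, chosen after their values were seen, were higher by 2.19 ± 0.24 (SE, unadjusted p = 0.000126) and 2.74 ± 0.55 (unadjusted p = 0.00274; 0.01 to 0.013 without replicate 2 or 3 at 12.5 Gy or replicate 1 at 15 Gy). Replicate 2 at 15 Gy also carried Glycam1, a gene of lymph node venules, and thyroglobulin (log2 intensity 10.5 and 13.5), which the arrays at 12.5 Gy did not; without it the changes of these light chain genes were 2.04 and 2.19, and that of the immunoglobulin joining chain gene Jchain 1.8, against 2.31 on all arrays.
At the study's criterion 103 genes differed (69 higher and 34 lower), fewer than the 182 that chance gives. Quantile normalization gave 52 higher and 52 lower genes, and median-centring 51 and 43. None passed after adjustment by limma, where 583 genes had an unadjusted p under 0.05; a random variance test gave 103 genes at an unadjusted p under 0.01. The values of both doses did not overlap for 7% of genes, against 10% by chance. The count was 160 with array weights, 49 with an intensity trend, 41 and 22 with filters on variation and on low values, 64 at more than 2-fold, and 295 when probe sets took the place of genes. Leaving out 1 array gave 117 to 166 genes, the most without replicate 3 at 12.5 Gy. Of simulated changes of 1 and 2 log2 units, 64% and 82% met the criterion in this comparison. At each of these doses 2 of 3 arrays carried skeletal muscle transcripts.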

There were a relatively limited number of 42 genes which showed a statistically significant change in expression in the critical dose range from 12.5 to 15 Gy in the BL6 strain (Fig. 2B). 

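On the 269 genes changed in both strains by 12.5 Gy, average-linkage clustering by correlation placed the 6 sham-irradiated arrays of C57L/J and C57BL/6J in one cluster and the 12 irradiated arrays in the other. The genes were chosen on 12 of these arrays, so their separation is not independent evidence. With Euclidean distance and complete linkage on the same 269 genes, 16 of 18 arrays fell with their class. On the 1000 most variable genes or on all genes, 11 of 18 arrays fell with their own class. The smaller cluster then held the 5 arrays with skeletal muscle transcripts, 1 from C57L/J and 4 from C57BL/6J.
Across all 18194 genes the log2 changes by 12.5 Gy correlated between the strains with a Pearson r of 0.242 (Spearman's rho 0.281). Among the 9097 genes at or above the median signal r was 0.601. Genes are not independent replicates, so no p is given. A test of the strain by dose interaction gave 215 genes at an unadjusted p under 0.01, 105 with the larger log2 change in C57L/J and 110 in C57BL/6J; these numbers were 127 and 78 after quantile normalization and 147 and 69 after median-centring. No gene passed after adjustment by limma, with 992 at an unadjusted p under 0.05 and 217 at a random variance p under 0.01.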

Hierarchical cluster analysis revealed distinct patterns of gene expression in C57L/J and C57BL/6J mice reflecting a common signature for pulmonary radioresponse (Supplemental Material, Fig. 1). Some of the radioresponsive genes identified are fundamental to the response to ionizing radiation in mammalian cells, for example Cdkn1a, a gene tightly controlled by p53 that encodes a protein mediating cell cycle arrest via the G1/S and G2/M check points (Table 1). 

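Cdkn1a rose from a log2 intensity of 10.03 ± 0.27 to 13.33 ± 0.18 (SD, n = 3 mice) between 0 and 12.5 Gy in C57L/J, a 9.84-fold change (limma adjusted p = 0.019), and from 9.89 ± 0.32 to 13.01 ± 0.17 in C57BL/6J, an 8.67-fold change (adjusted p = 0.0206). Other targets of p53 followed, with log2 changes of 2.34 and 2.16 for Ccng1, 2.14 and 1.94 for Phlda3 and 2.64 and 1.81 for the ectodysplasin receptor gene Eda2r in C57L/J and C57BL/6J (highest adjusted p = 0.0394). Of 34 p53 target genes 12 rose in C57L/J and 6 in C57BL/6J at an adjusted p under 0.05, and none fell. Adjusted over the list alone, 21 rose and 1 fell in C57L/J and 22 rose in C57BL/6J.
Genes of cell division ran the other way. Mki67, a marker of dividing cells, fell by 2.25 ± 0.24 in C57L/J (SE, adjusted p = 0.0403), although a fit over all arrays gave it an unadjusted p of 0.011. In C57BL/6J the log2 change of Mki67 was -4.27 (unadjusted p = 0.00389, adjusted p = 0.182). The ribonucleotide reductase gene Rrm2 fell by 1.15 ± 0.11 in C57L/J (adjusted p = 0.0394) and by 1.56 ± 0.18 in C57BL/6J (adjusted p = 0.0387), and Ccnb2 fell by 1.17 ± 0.12 in C57BL/6J (adjusted p = 0.0343). Of 45 genes of mitosis 3 fell in each strain, and adjusted over the list alone 19 fell and 1 rose in C57L/J and 26 fell and 1 rose in C57BL/6J. Of 31 genes of DNA replication 2 and 1 fell, and 12 and 11 adjusted over the list alone. The p53 list was higher against all other genes by camera (adjusted p = 2.8e-22 and 1.1e-19; with an estimated correlation 0.05 and 0.056). Mitosis was lower (4.9e-11 and 1.8e-19; estimated 0.062 and 0.078), as was DNA replication (2.8e-06 and 5.2e-08; estimated 0.15 and 0.078). Of the p53 genes of Table 1, 11 of 13 were measured, with 7 higher and 3 lower in both strains; of its G2/M genes 7 of 8 were measured, with 2 higher and 5 lower. These genes were listed from the same arrays and are not independent evidence.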

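Single genes of T cells, B cells and antigen presentation fell between 0 and 12.5 Gy in both strains. In C57L/J the interleukin 7 receptor gene Il7r fell by 1.47 ± 0.16 on the log2 scale (SE, n = 3 mice per dose, limma adjusted p = 0.0431), and Tbx21, the regulator of type 1 T helper cells, fell by 1.21 ± 0.14 (adjusted p = 0.0471). In C57BL/6J the integrin gene Itgae fell by 2.22 ± 0.15 (adjusted p = 0.0206), the T cell homing receptor gene Ccr7 by 1.79 ± 0.14 (adjusted p = 0.0226), the T cell receptor component genes Cd3d by 1.60 ± 0.18 (adjusted p = 0.0387) and Cd3g by 1.41 ± 0.15 (adjusted p = 0.0349), and Gata3, the regulator of type 2 T helper cells, by 1.26 ± 0.14 (adjusted p = 0.0371). Of B cell genes, Fcer2a fell by 2.68 ± 0.20 (adjusted p = 0.0215), Cd79a by 2.47 ± 0.18 (adjusted p = 0.0215) and Cxcr5 by 2.35 ± 0.15 (adjusted p = 0.0206) in C57BL/6J, and Siglecg by 1.88 ± 0.20 and Blk by 1.65 ± 0.17 in C57L/J (adjusted p = 0.0394 for both). The antigen presentation gene H2-Oa fell by 1.62 ± 0.19 in C57L/J (adjusted p = 0.0471) and by 2.61 ± 0.22 in C57BL/6J (adjusted p = 0.0244). In C57L/J the dendritic cell genes Flt3 and Xcr1 fell by 2.75 ± 0.26 (adjusted p = 0.0394) and 1.46 ± 0.09 (adjusted p = 0.0194). Several genes given for 1 strain also fell in the other at an unadjusted p under 0.01. In C57L/J Itgae, Ccr7, Cd3d and Cd3g changed by -1.74, -1.43, -1.59 and -1.365 (lowest adjusted p = 0.0506). Fcer2a, Cd79a and Cxcr5 changed by -1.43, -1.78 and -1.31 there. In C57BL/6J Il7r, Tbx21 and Blk changed by -1.285, -1.31 and -1.78 (lowest adjusted p = 0.0758). Gata3, Siglecg, Flt3 and Xcr1 were not among the genes changed in both strains.
Of 27 T cell genes 1 fell over all genes in C57L/J and 3 in C57BL/6J, and 19 and 13 adjusted over the list alone. For T cell receptor signalling these numbers were 0 and 4 of 70, and 12 and 5, and for T helper differentiation 1 and 2 of 47, and 9 and 9. Of 28 B cell genes 5 and 15 fell, and 24 and 23 adjusted over the list alone; of 10 genes of MHC class II presentation 3 and 6 fell, and 9 and 10. None of these lists held a member that rose. Of 16 dendritic cell genes 4 and 2 fell, and adjusted over the list alone 11 and 8 were lower and 2 and 1 higher (camera adjusted p = 1.8e-08 and 2.3e-09; 0.15 and 0.11 with an estimated correlation). The T cell list was lower than other genes (camera adjusted p = 9e-15 in C57L/J and 6.9e-15 in C57BL/6J), as were T cell receptor signalling (5.6e-05 and 1.1e-06), T helper differentiation (0.00015 and 4.6e-05), B cell (2.4e-22 and 1.1e-32) and MHC class II lists (9.4e-13 and 1.1e-14). With an estimated correlation only the B cell list in C57BL/6J was still called (adjusted p = 0.0058). The adjusted p was 0.084 there and 0.15 in C57L/J for the T cell and T cell receptor lists, and 0.1 and 0.16 for T helper differentiation. Among the 269 genes changed in both strains, 14 of 36 gene lists were over-represented (Fisher's exact test, one-sided, adjusted p under 0.05). These included 10 of 27 T cell genes (0.4 expected by chance, adjusted p = 2.6e-11), 6 of 70 genes of T cell receptor signalling (1.03 expected, adjusted p = 0.0023), 5 of 47 of T helper differentiation (0.69 expected, adjusted p = 0.0023) and 18 of 28 B cell genes (0.41 expected, adjusted p = 2.7e-25), all lower. With a filter on low values T cell receptor signalling (3 of 43 genes, adjusted p = 0.25) and T helper differentiation (0 of 20, adjusted p = 1) were no longer over-represented, while T cells (4 of 5, adjusted p = 2.6e-05) and B cells (8 of 11, adjusted p = 8.8e-10) were. Thymocyte genes were over-represented as well (2 of 12, both lower, adjusted p = 0.033; 0.13 with that filter), and the thymocyte gene Rag1 reached a log2 intensity of 7.5 on 1 C57L/J and 6.9 and 7.3 on 2 C57BL/6J sham arrays, against 3.5 or less at 12.5 Gy. With a score of 5 thymocyte genes outside the T cell list as covariate, the median log2 change of T cell genes was -1.04 in C57L/J and -0.76 in C57BL/6J. Rag1 was highest, at 10.7, on replicate 3 of C57L/J at 15 Gy, which carried skeletal muscle transcripts. The weight of that array in the fit with the thymocyte score was not tested. Among genes with an adjusted p under 0.05 in both strains, 3 lists were over-represented, namely p53 targets, B cells and MHC class II. At 12.5 Gy 2 of 3 C57BL/6J arrays carried skeletal muscle transcripts. With the muscle score as covariate the camera adjusted p in this strain was 1.2e-08 for T cells, 0.0024 for T cell receptor signalling, 0.006 for T helper differentiation and 4.1e-25 for B cells.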

Genes significantly differentially expressed between sham-irradiated versus irradiated lungs of both strains enriched in pathways and interaction networks related to T-cell mediated immune response, including T-cell receptor signaling (Fig. 2C) and T-helper cell differentiation (Fig. 2D).

### Dose and strain dependent changes in gene expression identify three genes significantly differentially expressed across the dose range for lethality in both C57L/J and C57BL/6J mice

To identify genes with altered expression specifically across the critical dose range for major morbidity/mortality over the first 180 days postWTLI, we compared gene expression patterns between C57L/J and BL6 mice at 0 vs. 12.5 Gy and 12.5 Gy vs 15 Gy in BL6 mice. These three genes-*Auts2* (P value < 0.008, 0.003 respectively)*, Gria1* (P value < 0.005, 0.007 respectively), *and Retnla* (P value < 9.39E-05, 0.009 respectively)*–* not previously identified in the pathobiology of normal tissue response to radiation–were differentially expressed in the lungs of both C57L/J and BL6 mice in the lethal dose range (0 vs. 12.5 Gy and 12.5 Gy vs. 15 Gy respectively), but not in the sublethal dose range (0 vs. 12.5 Gy in BL6 mice) (Fig. 3). 

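Of 18194 genes 2 met an unadjusted p under 0.01 between 0 and 12.5 Gy in C57L/J and between 12.5 and 15 Gy in C57BL/6J but not between 0 and 12.5 Gy in C57BL/6J, where 2.6 would by chance (Fisher's exact test, one-sided p = 0.736). They were Retnla, which encodes a secreted resistin-like protein, and Clspn, which encodes the checkpoint adaptor claspin and was chosen after its values were seen. Clspn was lower by 0.74 ± 0.15 on the log2 scale (SE, unadjusted p = 0.00356) in C57L/J and by 0.58 ± 0.15 (unadjusted p = 0.0098) at the second step in C57BL/6J. At the first step in C57BL/6J it was lower by 0.67 ± 0.21 (unadjusted p = 0.0182), a change as large as the second. With the most variable probe set the change of Clspn in C57L/J was -0.03, and a fit over all arrays gave its second step in C57BL/6J an unadjusted p of 0.017. With 1 array left out it missed the criterion in 3 of 6 fits in C57L/J (0.01 to 0.014) and in 5 of 6 at the second step (0.023 to 0.032). No gene met these conditions at an adjusted p under 0.05 or at more than 2-fold. A filter on variation gave 0 genes, array weights 4, and leaving out single arrays 1 to 6, with 6 without replicate 3 of C57BL/6J at 12.5 Gy.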

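In C57L/J between 0 and 12.5 Gy the unadjusted p of limma was 0.000307 for Retnla (adjusted p = 0.0532), 0.0589 for Auts2 and 0.2 for Gria1. Between 12.5 and 15 Gy in C57BL/6J it was 0.00803, 0.0336 and 0.0751, with an adjusted p of 1 for each. Between 0 and 12.5 Gy in C57BL/6J the unadjusted p was 0.367 for Retnla, 0.791 for Auts2 and 0.435 for Gria1. In C57L/J 4 of 5 probe sets of Auts2 moved the same way at 12.5 Gy; in C57BL/6J 1 of 5 did, and 1 of 2 probe sets of Gria1. Between 12.5 and 15 Gy in C57BL/6J 5 of 5 probe sets of Auts2 and 2 of 2 of Gria1 were lower. The change of Retnla from 12.5 to 15 Gy in C57BL/6J lay near the limit and no longer met the study's criterion with array weights (unadjusted p = 0.013), with median-centred arrays (0.021), with a filter on variation (0.04) or without any 1 of the 3 arrays at 15 Gy (0.026, 0.02 and 0.013) or replicate 2 or 3 at 12.5 Gy (0.021 and 0.019). Retnla also missed it at that step with the muscle score as covariate (0.017), the most variable probe set (0.012) or a floor of 32 (0.011). Retnla had 1 probe set, and under the last pair of settings its log2 change stayed 0.95. These p-values thus moved without a change in the values of Retnla itself. Auts2 and Gria1 did not enter the set under any of the settings run. The paper found Retnla, Auts2 and Gria1 changed at the lethal dose in each strain and not at the sublethal dose in C57BL/6J. It links them to the dose threshold of lethality but calls Gria1 less conclusive. It takes Retnla forward for study at the protein level, citing the reported rise of its protein in chronic hypoxia of the lung.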

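Retnla rose at the study's criterion, an unadjusted p under 0.01, in C57L/J at 12.5 Gy by 1.46 ± 0.19 on the log2 scale (SE), a 2.75-fold change, and at 15 Gy by 1.23 ± 0.28, a 2.34-fold change that no longer met it with a filter on variation (0.028) or in 4 of 6 fits with 1 array left out (0.017 and 0.019 without replicates 1 and 3 at 0 Gy, 0.013 and 0.017 without replicates 1 and 2 at 15 Gy). In C57BL/6J it was higher by 0.26 ± 0.26 at 12.5 Gy (95% interval -0.388 to 0.899) and rose by 1.21 ± 0.24 at 15 Gy against 0 Gy at that criterion, a 2.31-fold change that no longer met it with a filter on variation (0.014) or without replicate 1 at 0 Gy (0.011); 15 Gy exceeded 12.5 Gy 1.94-fold. Its log2 intensity was 12.08 ± 0.3, 13.54 ± 0.16 and 13.31 ± 0.43 (SD, n = 3 mice) at 0, 12.5 and 15 Gy in C57L/J and 12.64 ± 0.35, 12.9 ± 0.36 and 13.85 ± 0.27 in C57BL/6J. Auts2, a gene of transcriptional regulation, was lower by 0.30 ± 0.13 at 12.5 Gy in C57L/J (95% interval -0.612 to 0.016), by 0.05 ± 0.18 at 12.5 Gy in C57BL/6J and by 0.43 ± 0.17 at 15 Gy against 0 Gy in C57BL/6J (unadjusted p = 0.0448). With its most variable probe set the last change was 0.76, higher at 15 Gy. Group means of Auts2 ran from 8.91 ± 0.04 to 8.52 ± 0.18 in C57L/J and from 8.98 ± 0.25 to 8.55 ± 0.1 in C57BL/6J over 0 to 15 Gy.
The difference between the strains in the response to 12.5 Gy was 1.21 ± 0.33 for Retnla (SE, unadjusted p of the interaction 0.00486, adjusted p = 0.828; 0.012 unadjusted with array weights, 0.024 with a filter on variation, and 0.01 to 0.013 in 6 of 12 fits with 1 array left out, namely without replicates 1 or 3 at 0 Gy and 2 or 3 at 12.5 Gy in C57L/J, 2 at 0 Gy and 3 at 12.5 Gy in C57BL/6J) and -0.25 ± 0.21 for Auts2 (unadjusted p = 0.264). Of the C57BL/6J arrays at 12.5 Gy, 2 carried skeletal muscle transcripts. Leaving them out leaves 1 array at that dose, with a change of Retnla of -0.13 and no spread of its own, so this does not test whether Retnla stayed level.

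**Figure D2:**
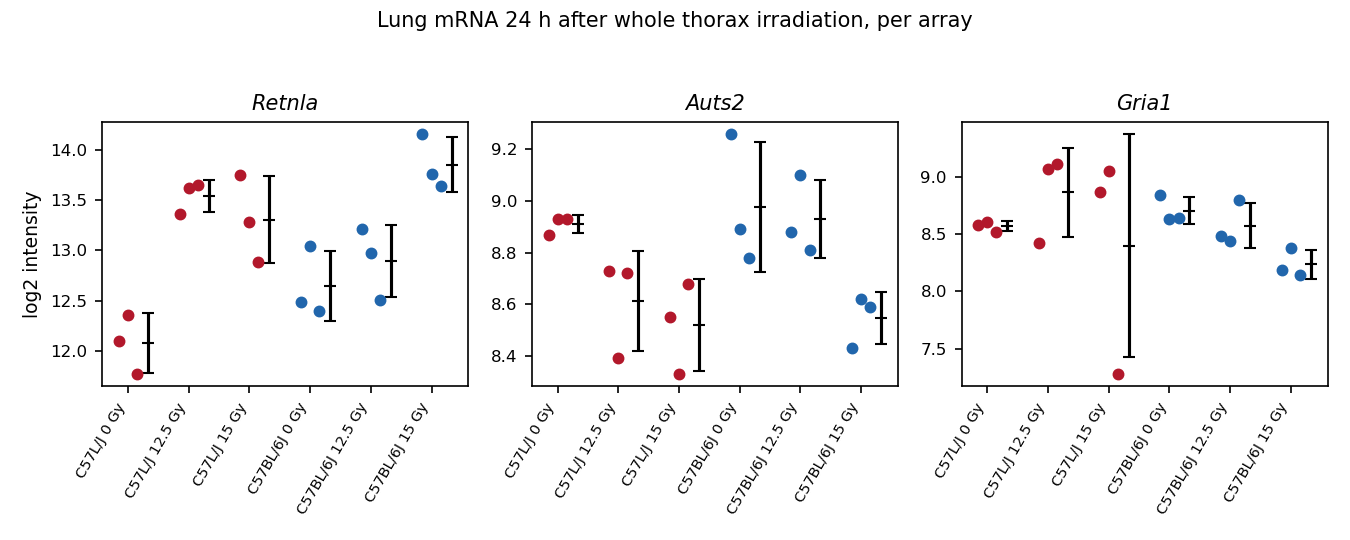
Log2 intensity of Retnla, Auts2 and Gria1 on each array of C57L/J and C57BL/6J at 0, 12.5 and 15 Gy; dots are arrays, and bars show the mean and SD of 3 mice. The mean of Retnla at 12.5 Gy is 13.54 in C57L/J and 12.9 in C57BL/6J.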

Here, loss of Auts2 expression and increased *Retnla* expression corresponded specifically to the threshold dose for lethality from RILD over the first 180 days in both strains. Gria1 was less conclusive, with the mean fold change in gene expression suggesting an increase in expression in C57L/J mice (12.5 and 15 Gy); and a decrease in expression in BL6 mice (15 Gy). 

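Gria1, which encodes a glutamate receptor subunit, was higher by 0.30 ± 0.21 on the log2 scale (SE) at 12.5 Gy in C57L/J and lower by 0.17 ± 0.48 at 15 Gy (unadjusted p = 0.743); neither change exceeded the spread between mice. The log2 intensity in C57L/J was 8.57 ± 0.05 at 0 Gy, 8.87 ± 0.39 at 12.5 Gy and 8.4 ± 0.98 at 15 Gy (SD, n = 3 mice). Without the array at 15 Gy that carried skeletal muscle transcripts, replicate 3, the change at 15 Gy was 0.39. Without replicate 1 at 12.5 Gy the change there was 0.53 (unadjusted p = 0.0042). In C57BL/6J Gria1 was lower by 0.47 ± 0.14 at 15 Gy against 0 Gy (unadjusted p = 0.0154) and by 0.34 ± 0.16 against 12.5 Gy. The change against 0 Gy met the study's criterion with a filter on low values (0.0062) or a floor of 32 (0.0054). At 12.5 Gy Gria1 was lower by 0.13 ± 0.15. The interaction of strain and dose at 12.5 Gy was 0.43 ± 0.26 (unadjusted p = 0.128). Leaving out single arrays gave 0.31 to 0.65, the highest without replicate 1 of C57L/J at 12.5 Gy (unadjusted p = 0.0057).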

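Rgs4, a regulator of G protein signalling, fell by 0.88 ± 0.10 on the log2 scale (SE, limma adjusted p = 0.0464) from 0 to 12.5 Gy in C57L/J; its unadjusted p was 0.022 with the mean of its probe sets and 0.016 with a filter on variation. It was then higher by 0.50 ± 0.22 from 12.5 to 15 Gy (unadjusted p = 0.0628). In C57BL/6J it was lower by 0.69 ± 0.14 (unadjusted p = 0.00264) at the first step and by 0.68 ± 0.26 (0.0404) at the second. The first step no longer met the criterion with the mean of probe sets (0.014), a filter on variation (0.07), the replicate block (0.015) or the muscle score (0.017), or without replicate 1 at 0 Gy (0.011) or replicate 1 or 2 at 12.5 Gy (0.013 and 0.011), and a fit over all arrays gave the second step a p of 0.006. Of the 3 probe sets of Rgs4, 3 were lower at the first step in C57BL/6J and 1, the one used, at the second, where the others changed by 0.06 and 0.13. The paraoxonase gene Pon1 was lower by 0.74 ± 0.14 (0.00206, but 0.013 with the replicate block) at the first step in C57L/J and by 0.49 ± 0.16 (0.0244) and 0.49 ± 0.15 (0.0184) at the 2 steps in C57BL/6J. The transcription factor gene Batf3, used by dendritic cells, was lower at the first step by 0.73 ± 0.13 (0.00152, but 0.028 in a fit over all arrays and 0.039 with a filter on variation) in C57L/J and by 1.38 ± 0.23 (0.00109) in C57BL/6J, and the complement gene C1qb was higher by 0.88 ± 0.28 (0.0226) and 0.69 ± 0.22 (0.0217). Ms4a6d and the immunoglobulin heavy chain gene Ighm did not meet the study's criterion at any step in either strain, the lowest unadjusted p being 0.0217 for Ighm, which was higher by 2.36 ± 0.76 at 15 than at 12.5 Gy in C57BL/6J. That step of Ighm met it with a filter on low values (0.0056) and the replicate block (0.0068). Of probe sets not used here 1 of Ighm met it from 0 to 12.5 Gy (0.00705) and 1 of Ms4a6d from 12.5 to 15 Gy (0.00825) in C57BL/6J.
Between 12.5 and 15 Gy in C57L/J none of these 6 genes met an unadjusted p under 0.05, with limma p-values from 0.0628 to 0.937. Of the 11 genes of Table 2, 9 were measured; 4 met an unadjusted p under 0.01 from 0 to 12.5 Gy in C57BL/6J and 1 of them, Cyp26b1, also from 12.5 to 15 Gy. Of the 9, 5 moved the same way at both steps. The genes of Table 2 were listed from the same arrays and are not independent evidence.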

Eight genes demonstrated radiation dose-dependent changes in gene expression in the lungs of both C57L/J and BL6 mice. Three genes–*Specc1, Zfp319, Cyp26b1*–were found to exhibit a dose-dependent change in expression at p < 0.01 in the lungs of BL6 mice only (Table 2). 

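Cyp26b1, which encodes an enzyme that degrades retinoic acid, was lower by 1.81 ± 0.37 on the log2 scale (SE, unadjusted p = 0.00276) from 0 to 12.5 Gy in C57BL/6J and higher by 1.41 ± 0.33 (unadjusted p = 0.00546) from 12.5 to 15 Gy. Its log2 intensity was 9.91 ± 0.62, 8.1 ± 0.38 and 9.51 ± 0.51 (SD, n = 3 mice) at 0, 12.5 and 15 Gy. Neither step of Cyp26b1 met the study's criterion in a fit over all arrays (unadjusted p = 0.014 and 0.046), nor did either in 4 of 6 fits with 1 array left out (0.011 to 0.012 without replicates 1 or 2 at 0 Gy and 1 or 3 at 12.5 Gy for the first, 0.013 to 0.02 without replicates 1 or 3 at 12.5 Gy and 1 or 2 at 15 Gy for the second). Zfp319, a zinc finger gene, was lower by 1.05 ± 0.28 (unadjusted p = 0.00956) from 0 to 12.5 Gy and did not differ between 12.5 and 15 Gy beyond the spread (0.02, unadjusted p = 0.95). With its most variable probe set the first change was 0.62, and 2 of its 4 probe sets moved the same way. The first change was -0.16 (unadjusted p = 0.55) with the mean of probe sets and -0.69 (0.054) with the muscle score as covariate. Without the muscle-bearing arrays, which leaves 1 array at 12.5 Gy, it was -0.71. The first step of Zfp319 missed the criterion with the replicate block (0.038) and, except without replicate 3 at 12.5 Gy, with any 1 array left out (0.012 to 0.033). The cytospin gene Specc1 was lower by 0.49 ± 0.16 (unadjusted p = 0.0229), and by 0.59 ± 0.16 at 15 Gy against 0 Gy (unadjusted p = 0.0099, but 0.011 after quantile normalization, 0.032 with the replicate block and 0.021 to 0.035 in 5 of 6 fits with 1 array left out, the exception being replicate 1 at 0 Gy). In C57L/J at 12.5 Gy the log2 changes were -0.38 ± 0.77 for Cyp26b1, -0.04 ± 0.20 for Zfp319 and -0.26 ± 0.10 for Specc1. The strain difference in the response had an unadjusted p of 0.147, 0.0182 and 0.211 (adjusted p = 0.863 for Zfp319). For Zfp319 this difference met the study's criterion with an intensity trend (0.007), a filter on low values (0.0078) or median-centred arrays (0.0086). It also did so without replicate 3 of C57BL/6J at 12.5 Gy (0.0099). The difference turned from 1.01 to -1.14 with the most variable probe set and to -0.11 with the mean of probe sets.
Of all genes 21 met an unadjusted p under 0.01 at both steps in C57BL/6J, where independent lists would share 3.7. Both steps share the arrays at 12.5 Gy, and unchanged groups simulated with those arrays gave a median of 23 (14 to 32). For 20 of the 21 genes the steps went opposite ways. The exception was Wfdc17, a gene of activated macrophages chosen after its values were seen, which was higher by 1.17 ± 0.17 (unadjusted p = 0.00055) and by 0.77 ± 0.20 (unadjusted p = 0.00964); at 15 Gy against 0 Gy it rose by 1.94 ± 0.17 (limma adjusted p = 0.0477). Its second step did not meet the criterion in a fit over all arrays (0.075), with median-centred arrays (0.021) or without any 1 of the arrays at 15 Gy (0.03, 0.024 and 0.013) or replicate 1 or 2 at 12.5 Gy (0.036 and 0.034), and its first step did not in a fit over all arrays (0.011). No gene passed at both steps after adjustment. The count was 39 with array weights and 9 with a filter on variation. It was 11 with a filter on low values or with the muscle score as covariate. With 1 array left out it ran from 12 (without replicate 2 at 0 Gy) to 48 (without replicate 3 at 12.5 Gy).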

Gene ontology annotation for biological process and KEGG pathway analysis of genes exhibiting a dose-dependent change in gene expression is shown in Table 2. 

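Jchain, the joining chain gene of secreted immunoglobulin, was higher by 2.31 ± 0.64 on the log2 scale (SE, unadjusted p = 0.012) at 15 than at 12.5 Gy in C57BL/6J lungs. It met the study's criterion with a filter on low values (0.0025). The transporter gene Slc16a6 was higher by 0.64 ± 0.17 (unadjusted p = 0.0101). The phosphatase gene Dusp1 was lower by 0.52 ± 0.17 (unadjusted p = 0.0225) and Rasgef1b by 0.46 ± 0.13 (unadjusted p = 0.0137); both met the p limit with an intensity trend (0.0049 and 0.0075). These 4 genes had the lowest p of Table 3 and were chosen after their values were seen. Of the 28 genes of Table 3, 24 were measured, and 23 of them ran the same way as the table between 12.5 and 15 Gy, while Zkscan6 did not. None met an unadjusted p under 0.01, and all had an adjusted p of 1. The genes were listed from these arrays and are not independent evidence. Over all genes, 49 met an unadjusted p under 0.01 and a change of more than 2-fold from 12.5 to 15 Gy but not from 0 to 12.5 Gy, and 82 met the p limit alone. The count was 38 in a fit over all arrays, 32 with a filter on variation, 23 with an intensity trend and 4 with a filter on low values, but 98 with the most variable probe set, 69 with array weights and 67 with the replicate block. It was 49 to 83 with single arrays left out, and 72, 83 and 82 without replicates 1, 2 and 3 at 15 Gy and 79, 75 and 77 without those at 12.5 Gy.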

A total of 28 genes were shown differently expressed in the lungs of BL6 mice at 15 Gy, but not 12.5 Gy using the cut-off criteria of both p < 0.01 and >2-fold change in expression (Table 3).

### Resistin-like molecule alpha expression (RELM-α in lung tissue after thoracic irradiation

Among the three genes differentially expressed at the dose-response threshold for lethal RILD in both strains of mice, *Rtnla* is of particular interest. This gene encodes for the protein resistin-like alpha (RELM-α) also known as found in inflammatory zone 1 (FIZZ1) and hypoxia-inducible mitogenic factor (HIMF). A separate cohort of age- and sex-matched C57L/J and C57BL/6J mice (10–12 weeks of age at the time of irradiation) were exposed to 0 or 15 Gy WTLI (320 kVp x-rays, 1.25 Gy min^−1^, HVL = 1 mm Cu). Animals were culled at 1 and 3 days, 1, 2, 4, and 6 weeks, and 26 weeks post-exposure. Serial analysis of RELM-α protein expression over time demonstrated a similar increase in RELM-α in the lungs of female C57L/J mice as early as 24 hours after a single dose of 15 Gy WTLI with a surge in expression at 4 and 6 weeks post-exposure (Fig. 4A). Consistent with the microarray data, an increase in RELM-α was observed in the lungs of female BL6 mice exposed to 15 Gy. A similar increase was not observed in the lungs of male BL6 mice following a dose of 15 Gy WTLI, which is below the threshold for lethal incidence of RILD in this strain (LD50/180 = 13.1 Gy vs. 18.8 Gy, female vs. male, respectively). Further analysis demonstrated RELM-α co-localized with bronchiole epithelial damage, specifically club cells (Fig. 4B). At 180 days, RELM-α co-localized with bronchiole epithelial cells and inflammatory cells, but not ATII cells (Fig. 4C).

### Expression of RELM-alpha, in lung tissue 180 days post-exposure to 15 Gy WTLI

Immunostaining demonstrated a difference in RELM-α expression between the lungs of sham-irradiated and irradiated (15 Gy) C57L/J and to a lesser extent C57BL/6J mice (Fig. 5A). Positive staining (brown) was observed around the large airways and resident macrophages. In the evaluated tissue sections, RELM-α a well-known marker of alternatively activated macrophages, RELM-α did not co-localize with macrophage infiltration at 26 weeks (Fig. 5B).

## Discussion

In this study, experiments were designed to compare and contrast gene expression in sham-irradiated and irradiated lungs of C57L/J and C57BL/6J mice twenty-four hours after whole thorax lung radiation (WTLI). These murine strains were chosen based on their well-characterized dose-response and phenotypic expression of RILD^6^,^8^,^9^. For the purposes of this study, we define the lungs of the C57L/J strain as radiosensitive and the lungs of C57BL/6J mice as radiotolerant due to the separation in the radiation dose-response and pathogenesis of injury between the two strains (Fig. 1). We hypothesized gene expression profiling of radiosensitive vs. radiotolerant lungs would identify actionable targets for therapeutic intervention and/or candidate biomarkers to predict individual risk for development of RILD.

Genome-wide transcriptome analysis revealed a number of common genes (n = 805) differentially expressed in response to radiation across both strains (Fig. 2A and Supplemental Material, Fig. 1). Pathway enrichment analysis of commonly expressed genes pointed to the importance of DNA damage/repair/cell death and T-cell mediated immune responses in the acute normal tissue response to irradiation (Table 1, Fig. 2C,D). That T-cells play a major role in RILD is well-established^14^,^15^,^16^. In preclinical studies, the severity of pneumonitis has been shown to be significantly reduced in C57BL/6J mice exposed to total body irradiation with bone marrow transplant after thymectomy^17^. However, despite these data, the actual role of T-cell mediated inflammatory responses in inherent radiosensitivity and divergent outcomes in the pathogenesis of RILD is unclear. The commonality of the response between sensitive and resistant strains suggests targeting T-cell mediated immune response may modify the symptoms acutely, but is unlikely to mitigate the underlying pathogenesis. This is supported by the ineffectual treatment of RILD with corticosteroids clinically and other anti-inflammatories preclinically.

Deeper analysis of differential gene expression over the dose-response range that results in sublethal vs. lethal pneumonitis/fibrosis, identified only three genes associated with the threshold for lethality in both strains- *Retnla*, *Gria1*, and *Auts2* (Fig. 3). Unlike *Gria1* and *Auts2* where little is known about their role in inflammation and pulmonary disease, the protein product of *Retnla* has been shown to be upregulated by chronic hypoxia in lung tissue, a hallmark feature of RILD^18^,^19^,^20^, through an IL-4 dependent mechanism^21^,^22^. As such, it was selected for further analysis in this study.

The *Retnla* gene encodes for resistin-like molecule alpha (RELM-α/FIZZ1/HIMF) 9.4 kDA cysteine-rich secreted protein that has been shown to induce endothelial cell apoptosis^23^, facilitate airway and vascular remodeling^21^,^24^, promote inflammation^22^, and modulate myofibroblast differentiation in allergic pulmonary inflammation and fibrotic lung disease^25^.

Serial analysis of tissue collected in separate experiments confirmed the significant increase in RELM-α expression in the irradiated lungs of female C57L/J and C57BL/6J mice at 24 h post WTLI, but not in the more radiotolerant lungs of male C57BL/6J (Fig. 4A). This is consistent with the lack of a difference in radiation dose-response between the lungs of female versus male C57L/J mice, whereas there is a significant sex-difference observed in C57BL/6J mice (p < 0.0001) (Fig. 1B). Dual fluorescent immunostaining demonstrated a time-dependent increase in RELM-α expression within the airways of irradiated lungs of both C57L/J and C57BL/6J mice (Fig. 4B). Expression was strongly co-localized with club cells in C57L/J mice and to a lesser extent in BL6 mice (Fig. 4B). Type II alveolar epithelial cells in the irradiated lungs of 50% (n = 2/4) of C57L/J and 25% (n = 1/4) of BL6 mice expressed RELM-α during the symptomatically latent period of disease progression (6 weeks) but not at 26 weeks postWTLI (Fig. 4C). In this study, alternatively activated macrophages (AAM) were observed in the lungs of fibrosis-prone C57BL/6J mice, but not C57L/J mice. Although RELM-α was abundantly expressed in the airways of irradiated lungs, expression was not observed to be co-localized with alternatively-activated macrophages at the time of pneumonitis/fibrosis (Fig. 5). This was an unexpected finding as RELM-α is often utilized as a marker of alternatively activated- macrophages, which are known to promote collagen deposition and fibrosis^25^. This finding may in part be a result of the rapid secretion of RELM-α^26^. In other studies, a significant correlation between macrophage infiltration/alveolar inflammation and fibrosis has been observed suggesting alternatively-activated macrophages may play a significant role in fibrosis^8^. Taken together, it is tempting to hypothesize that C57BL/6J mice exhibit greater wound repair and anti-inflammatory activity than C57L/J mice.

We hypothesize the early increase in RELM-α expression is a result of an acute onset of tissue hypoxia due to significant morphological abnormalities observed in mouse lungs twenty-four hours post-WTLI. Electron micrographs show lethal cell injury, interstitial cell necrosis, Type II cell apoptosis, bronchial epithelial denudation, disruption of the basement membranes, and endothelial cell swelling within the irradiated lungs of female C57L/J mice that result in vascular occlusion and impaired gas exchange. In contrast, ultrastructural changes were less severe in C57BL/6J mice and in neither strain were changes evident histologically. This is consistent with our previous findings showing tissue hypoxia develops within the first few days post-WTLI^18^,^19^.

Whether RELM-α upregulation is causative of lethal RILD or whether it is simply a biomarker for passing the “point of no-return” due to the severity of tissue damage is unclear. We hypothesize acute tissue hypoxia due to cell injury/death and later development of chronic hypoxia due to lymphocytic alveolitis and fibroproliferation within the irradiated lung tissue may promote RELM-α expression. These data, coupled with recent data collected in our lab on cell kinetics postWTLI, suggest differences in inherent radiosensitivity do not appear to be the result of different target cell populations between the various strains, but are related to differences in innate cellular radiosensitivity as well as the speed and integrity of epithelial repair. Future studies will seek to elucidate the specific role of RELM-α in the pathogenesis of normal tissue damage following radiation exposure and determine whether targeting RELM-α can mitigate the severity of RILD.

In summary, comparing and contrasting differences in radiation-induced gene expression between strains identified actionable targets that were previously unrecognized as playing a role in pulmonary effects of radiation exposure. Further studies will explore the role of selected genes and their protein products in modifying lung damage–either towards increased radiosensitivity or increased radiotolerance among various murine strains–with the aim of identifying new treatments for RILD.

## Methods

### Animals and Radiation Exposure

For differential gene expression analysis, female C57BL/6J and C57L/J mice (Jackson Labs, Bar Harbor, ME) were irradiated at 10–12 weeks of age with 12.5 or 15 Gy of 320-kVp X rays (Precision X-ray Inc., North Branford, CT, HVL = 1.00 mm Cu dose rate = 67 cGy min^−1^). Age-matched sham-irradiated mice were included as controls. Unexposed regions were shielded using 8-mm lead shielding. Mice were euthanized twenty-four hours post-exposure by pentobarbital overdose (>250 mg/kg). Lung tissue was excised, embedded in OCT, and frozen over dry ice. Tissue was stored at −80 °C until analysis.

For serial tissue analysis, age and sex-matched C57BL/6J and C57L/J mice at 10–12 weeks of age were irradiated to the whole lung with a single dose of 15 Gy of 320 kVp X-rays at a dose rate of 1.25 cGy min^−1^ (Precision X-ray Inc., North Branford, CT, HVL = 1.00 mm Cu). Sham-irradiated age and sex matched animals were included as controls. Animals (n = 10/group) were culled at 1 day, 3 days, 1 week, 2 weeks, 4 weeks, 6 weeks, and 26 weeks post-exposure. All animal experiments were conducted with prior approval from the IACUC at the Duke University and University of Maryland School of Medicine.

All procedures involving the mice were performance in accordance with the animal protocols approved by the Institutional Animal Care and Use Committees (IACUC) at the Duke University Medical Center and the University of Maryland School of Medicine and complied with all institutional, state, and federal regulations. The maintenance and surveillance of animals involved a high standard of humane care at a level above recommendations set forth in the NIH publication “Guide for the Care and Use of Laboratory Animals”. The method of euthanasia at both institutions was consistent with the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association^27^ and in accordance with IACUC requirements at both institutions.

### RNA Isolation

RNA isolation was performed using the Qiagen RNeasy kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol with slight modifications^28^. At the time of RNA extraction, the right upper lobe from three to four mice per group was excised from OCT, placed in RNALater for five minutes, and homogenized in 2 mL of lysis buffer (Qiagen, Valencia, CA) with zirconia-silica beads using a BeadBeater (BioSpec., Bartlesville, OK). The samples were not pooled. RNA quality was assessed using the Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA) located at the Duke Microarray Facility. Only RNA with an RNA Integrity Number (RIN) above 9.0 was used.

### Affymetrix mouse gene chip hybridization

Mouse oligonucleotide arrays (1 array per RNA sample for a total of 27 arrays) were printed at the Duke Microarray Core Facility using Affymetrix Mouse Genome 430 2.0 gene chips, which allows 39,000 transcripts to be analyzed in a single array. All GeneChip Mouse Genome Arrays from Affymetrix contain a set of mouse maintenance genes to facilitate normalization of array experiments prior to performing data comparisons. Amplification, probe preparation and hybridization protocols were performed using the MessageAmp**™** Premier RNA Amplification kit (Applied Biosystems, Foster City, CA)^29^.

### Data Normalization and Quality Control

To guard against batch effects or other technical factors impacting array data, we took the following precautions. Animals were maintained under identical housing conditions and euthanized on the same day. Mice were irradiated in groups of 10 and alternated by strain along the radiation platform to minimize effects due to non-uniform radiation distribution or internal errors in the radiation procedure. Previous radiation field uniformity tests indicate less than 6% difference across the field. Samples were processed and hybridized in a single batch to protect against batch effects. RNA extraction and preprocessing methods used in this study are well characterized. To ensure reproducibility and minimize error, samples (n = 3 per radiation dose for each strain) were not pooled, rather run independently.

### Data Analysis

Raw microarray profiling data was preprocessed and quartile-normalized. To identify differentially expressed mRNAs between groups, a random variance t test was used aiming to improve estimates of gene-specific variances without assuming that all genes have the same variance^30^. The criteria for inclusion of an mRNA in the differentially expressed gene list was set to p-value < 0.01. The analysis described was performed by using BRB-ArrayTools Version 4.4.0 developed by Dr. Richard Simon and the BRB-ArrayTools Development Team.

The differentially expressed mRNA lists were further annotated through the use of QIAGEN’s Ingenuity^®^ Pathway Analysis Version 26127183 (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity). We queried IPA with the differentially expressed mRNA list aiming to map and generate putative biological processes/functions, networks and pathways based on the manually curated knowledge database of molecular interactions extracted from the published literature. The differentially expressed genes were overlaid onto a global molecular network developed from direct/indirect interaction information documented in the Ingenuity Knowledge Base. Based on a right-tailored Fisher’s exact test, the functional analysis identified canonical pathways, biological functions and/or diseases that were most significant to the data set (p < 0.05). These pathways and networks were then ranked by the enrichment score that measures the probability that the genes were included in the network by chance.

### Immunoflourescent and immunohistochemical staining

The left mouse lung was perfused, fixed with 10% PFA and embedded in paraffin. The tissue sections were subjected to deparaffinization, dehydration and antigen retrieval in citrate buffer at 95 °C. After blocking with 10% normal donkey serum, 1% BSA and 5 µg/ml mouse BD Fc block^TM^ in PBS, the sections were incubated with rabbit anti-murine RELM-alpha (#500-P214, PeproTech, 1/2000), goat anti-clara cell protein (sc-9772, Santa Cruz Biotechnology, 1/400), goat anti-SP-C (sc-7706, Santa Cruz Biotechnology) and Rat anti-mouse CD206 : Biotin (MCA2235BT, AbD Serotec, 1/50). The Alexa Fluor 488-conjugated donkey anti-rabbit antibody (A21206, Life Technologies, 1/500), Alexa Fluor 647-conjugated donkey anti-goat antibody (A21447, Life technologies, 1/500), and streptavidin Alexa Fluor 647 conjugate (S32357, Life technologies, 1/200) were used to visualize the antigenic signal. For immunohistochemistry (IC) staining, the antigenic signal was visualized by the incubation with ImmPRESS anti-rabbit IgG HRP (MP-7401) as secondary antibody followed by a reaction with ImmPACT DAB peroxidase substrate (SK-4105, Vector Laboratories).

### Western Blotting

The mouse lung tissues were homogenized in ice-cold RIPA buffer (Cell Signaling) containing complete protease inhibitor cocktail (Roche Diagnostics GmbH) using TissueLyser LT (QIAGEN). The protein concentration in the lysate was determined using the Pierce^TM^ BCA Protein Assay Kit (Thermo Scientific). After being heated at 70 °C for 10 min in a tricine sample buffer with β-Mercaptoethanol, the proteins were separated by Criterion^TM^ tris-tricine/peptide gel electrophoresis. And then, the proteins were transferred to PVDF membrane by Trans-Blot Turbo^TM^ Blotting system (Bio-Rad). The membranes were incubated with primary antibodies, such as a rabbit anti-murine RELM-α (500-P214, PeproTech, 1/400) or goat β-actin polyclonal antibody (sc-1616, Santa Cruz Biotechnology, 1/1000) at 4 °C overnight. After washing, the membranes were incubated with anti-rabbit (#7074, Cell Signaling, 1/1000) or anti-goat (sc-2350, Santa Cruz Biotechnology, 1/5000) HRP-conjugated secondary antibodies. The signal was visualized by SuperSignal^®^ West Femto Maximum Sensitivity Substrate (Thermo Scientific). The images were quantified using ImageLab software (Bio-Rad). Results are presented as mean ± SEM. The difference between the two strains C57BL/6J and C57L/J was analyzed by student t-test. P < 0.05 was considered significant.

### Data availability

Raw microarray expression files are publicly available from the Gene Expression Omnibus (GEO) database. The GEO Accession Number is GSE85359.

## Additional Information

**How to cite this article**: Jackson, I. L. *et al.* Pathophysiological mechanisms underlying phenotypic differences in pulmonary radioresponse. *Sci. Rep.* **6**, 36579; doi: 10.1038/srep36579 (2016).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
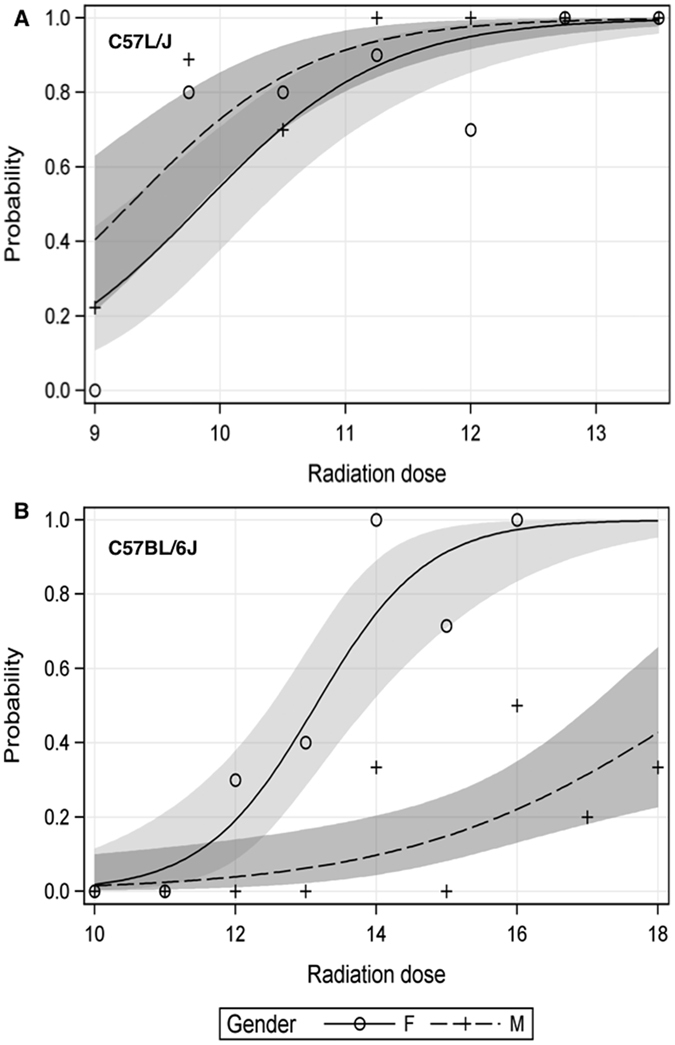
Comparison of the dose-response relationship for 180 day survival between sex-matched C57L/J and C57BL/6J mice irradiated at 10–12 weeks of age. Animals were exposed to a single graded dose of whole thorax lung irradiation (320 kVp x-rays, 1.25 cGy min^−1^, HVL = 1 mm Cu) and observed for signs of major morbidity/mortality over the first 180 days post-exposure. The dose-response relationship demonstrates a lower threshold (~9.75 Gy females vs. 9.0 Gy, males) for lethal radiation pneumonitis by day 180 in C57L/J mice (**A**) compared to C57BL/6J mice (**B**)(~12.0 Gy, females vs. 14 Gy, males). In both strains the dose-response is steep with 100% lethality at 12.75 and 11.25 Gy in female and male C57L/J mice, respectively, and 16 Gy in female C57BL/6J mice. In C57BL/6J mice, the lethal dose for 100% of males within the first 180 days is >17Gy.

**Figure 2:**
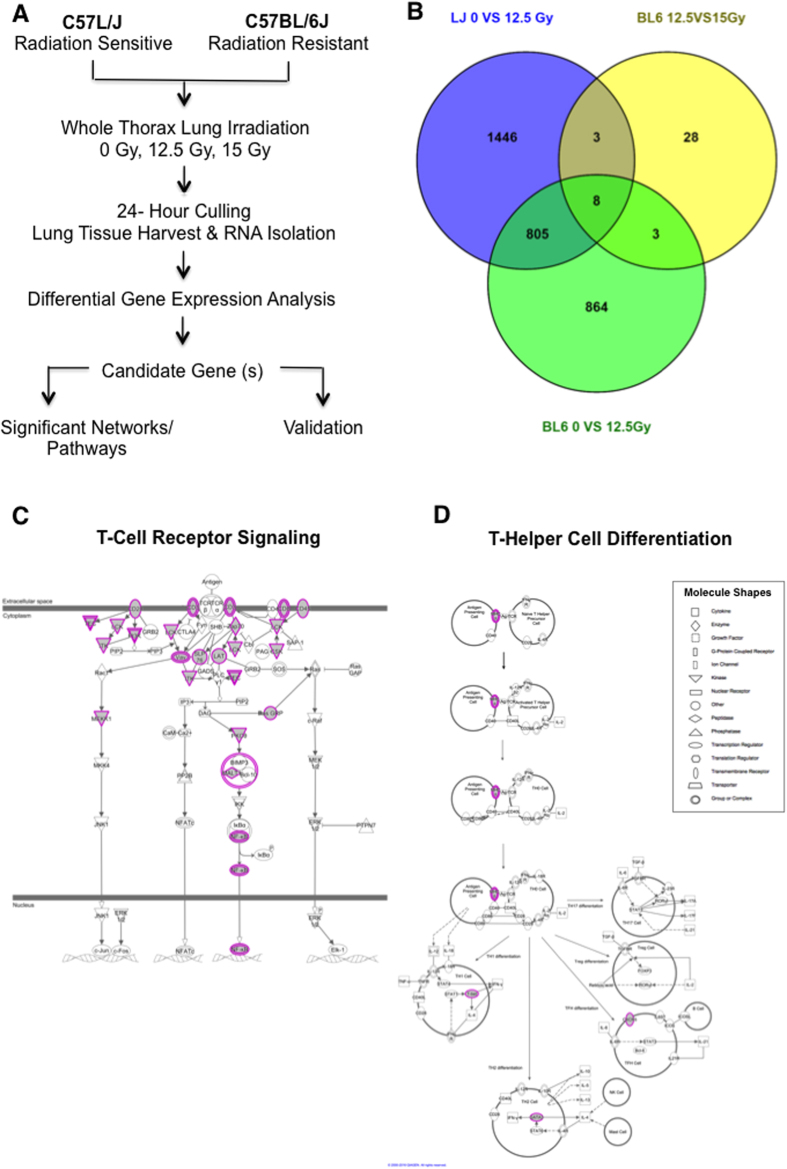
Differential gene expression profile of pulmonary radioresponse by murine strain and radiation dose. (**A**) Age-matched (10–12 week old) female C57L/J and C57BL/6J mice were irradiated to the whole thorax with a single dose of 12.5 or 15 Gy of 320 kVp X-rays (67 cGy min^−1^, 1 mm Cu HVL). Sham-irradiated (0 Gy) animals were included as controls. Twenty-four (24) hours post-irradiation, lung tissue was harvested and RNA isolated from the right upper lobe. For differential gene expression analysis, mouse oligonucleotide arrays were printed at the Duke Microarray Core Facility using Affymetrix Mouse Genome 430 2.0 gene chips. Samples (n = 3 per strain per dose) were not pooled rather run independently for a total of 27 arrays. Raw microarray profiling data was processed, normalized, and analyzed as described in the Methods section. The criteria for inclusion of an mRNA in the differentially expressed gene list was set to p-value < 0.01. The analysis was performed using BRB-ArrayTools. Differentially expressed mRNA lists were annotated using QIAGEN’s Ingenuity^®^ Pathway Analysis. (**B**) Venn Diagram showing the overlap of genes commonly and differentially expressed among murine strains post- 0, 12.5, or 15 Gy WTLI. Three genes, *Retnla, Gria1,* and *Auts2,* were found to be commonly expressed across the dose range for lethal lung injury in both strains. (**C**) T-cell receptor signaling pathway and (**D**) T-helper cell differentiation were two of the top enriched networks altered in response to radiation in both strains. Genes within each pathway whose expression is altered in response to radiation are highlighted in purple. The networks were generated through the use of Qiagen’s Ingenuity Pathway Analysis (IPA^®^, Qiagen Redwood City, www.qiagen.com/ingenuity).

**Figure 3:**
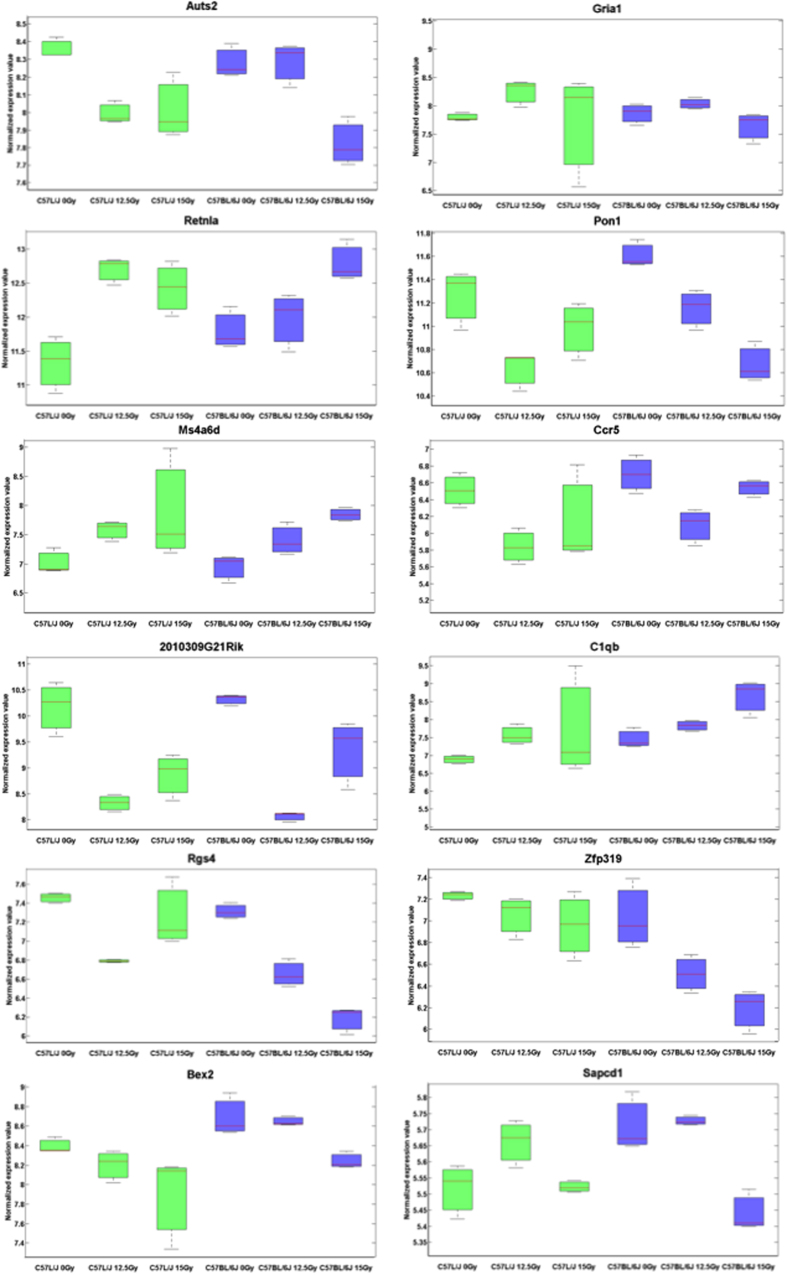
Relative mRNA expression of selected genes differentially expressed in response to radiation by murine strain and radiation dose. Box plot of genes downregulated (*Auts2, Gria1)* or upregulated *(Retnla)* across the dose-range for lethal radiation pneumonitis in both C57L/J and C57BL/6J mice. Other genes exhibited a radiation dose- and/or strain dependent change in expression in murine lungs. The full list of 42 genes is provided in Tables 2 and 3. The y-axis represents Log2(expression).

**Figure 4:**
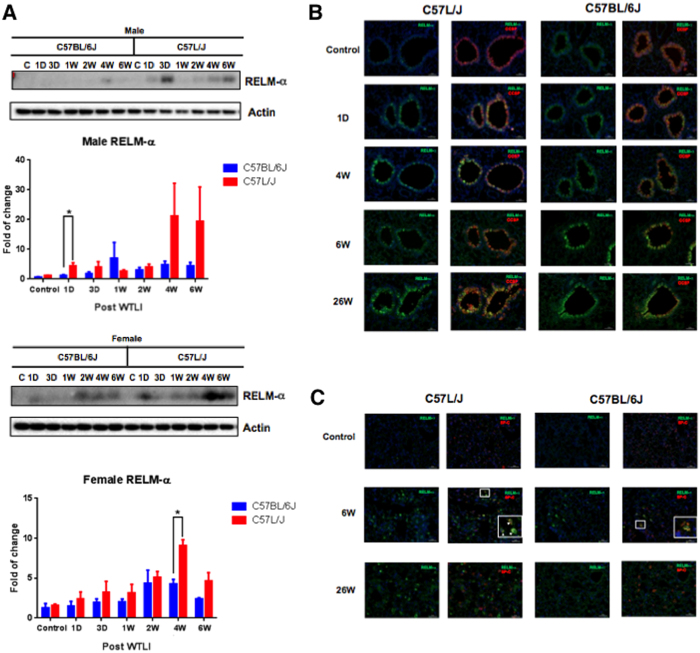
Time and sex-dependent changes in Resistin Like Molecule –Alpha (RELM-α) expression in irradiated lungs of C57L/J and C57BL/6J mice. (**A**) Quantitative analysis of RELM-α protein expression in the lungs of male and female C57BL/6J and C57L/J mice following a single dose of 15 Gy whole thorax lung irradiation based on western blot data. Values represent mean ± SEM. Expression of RELM-α co-localized with club (formerly known as clara) cells indicated by CCSP staining (**B**), but not alveolar epithelial type 2 (AEC2) cells as indicated by SP-C staining (**C**).

**Figure 5:**
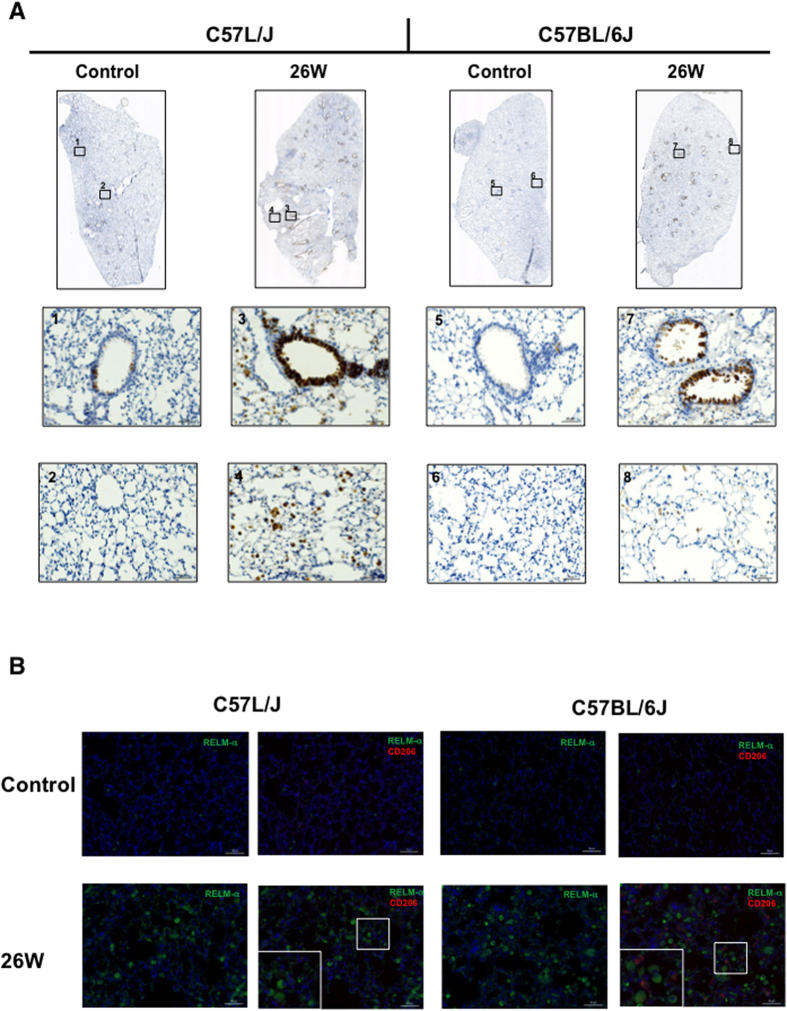
Expression of Resistin Like Molecule –Alpha (RELM-α), a marker of alternatively activated macrophages, during the fibrosis phase of radiation-induced lung injury. (**A**) RELM-α expression in the lungs of sham-irradiated (control) or irradiated C57L/J and C57BL/6J mice at 26 weeks post-exposure. Abundant expression is observed in the bronchioles and airways of irradiated, but not sham-irradiated lungs. The intensity of expression was greater in C57L/J mice than in C57BL/6J mice. (**B**) CD206, also known as mannose receptor type 1, is a marker of alternatively activated macrophages. A high number of alternatively-activated macrophages are observed in the fibrosis-prone lungs of C57BL/6J mice, however, most of them did not express RELM-α. Very few alternatively activated macrophages were observed in the lungs of C57L/J mice, who develop a less robust fibrotic reaction in response to radiation.

**Table 1:** Top ingenuity canonical pathways enriched by genes that were significantly differentially expressed in the lungs of both murine strains in response to radiation.

Canonical Pathway	P-Value	Ratio^1^	Molecules
CD28 signaling in T helper cells	7.943282E-19	2.63E-01	CD247, HLA-DOA, PIK3R5, HLA-DQA1, HLA-DQB1, NFKB1, PTPRC, CD28, LCK, HLA-DMA, PIK3CG, HLADMB, ITK, PTPN6, PRKCQ, ITPR2, CSK, MAP3K1, MALT1, CD3D, CD3G, WAS, SYK, ZAP70, LAT, HLA-DOB, CD86, VAV1, PIK3CD, LCP2, HLA-DRB5
T cell receptor signaling	3.162278E-14	2.47E-01	CD247, PRKCQ, CSK, MAP3K1, PIK3R5, MALT1, NFKB1, CD8A, CD8B, CD3D, TEC, BTK, PTPRC, CD3G, CD28, LCK, PIK3CG, RASGRP1, LAT, ZAP70, VAV1, PIK3CD, LCP2, ITK
Role of NFAT in regulation of the immune response	5.011872E-14	1.81E-01	CD247, BLNK, HLA-DOA, PIK3R5, HLA-DQA1, HLA-DQB1, NFKB1, CD28, LCK, HLA-DMA, PIK3CG, HLA-DMB, ITK, PRKCQ, CD79B, ITPR2, CD79A, CD3D, BTK, CD3G, SYK, PLCG2, LAT, ZAP70, HLA-DOB, CD86, MEF2C, PIK3CD, GNAL, LCP2, HLA-DRB5
B-cell development	3.162278E-12	4.12E-01	CD19, HLA-DOA, SPN, CD79B, HLA-DQA1, CD79A, HLA-DQB1, IL7R, PTPRC, HLA-DMA, HLA-DMB, HLA-DOB, CD86, HLA-DRB5
T helper cell differentiation	3.162278E-11	2.54E-01	HLA-DOA, IL21R, HLA-DQA1, HLA-DQB1, TBX21, STAT4, CD28, HLA-DMA, TGFB1, HLA-DMB, ICOS, IL10RA, HLA-DOB, CD86, CXCR5, GATA3, ICOSLG/LOC102723996, HLA-DRB5
CTLA4 signaling in cytotoxic T lymphocytes	1.412538E-09	2.05E-01	HLA-DOA, SLAMF1, CD79B, HLA-DQA1, LTB, CD79A, HLA-DQB1, NFKB1, TNFRSF13C, CD28, HLA-DMA, TGFB1, TLR1, HLA-DMB, HLA-DOB, CD86, TNFRSF13B, HLA-DRB5
p53 signaling	3.981072E-05	1.33E-01	TP53INP1, GADD45G, PIK3R5, MDM2, BAX, ST13, BIRC5, SERPINE2, CCNG1, BBC3, PIK3CG, CDKN1A, PIK3CD
Thrombin signaling	1.513561E-04	9.42E-02	PRKCQ, CAMK1D, ITPR2, PDIA3, ARHGEF15, PIK3R, NFKB1, MAPK11, RHOH, PLCG2, PIK3CG, PIK3CD, GATA3, PLCD4, FNBP1, GNAL, PRKCA, PRKCB
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	1.584893E-04	1.1E-01	PRKCQ, PIK3R5, C1QA, CCL5, NFKB1, TGFB1, PLCG2, PIK3CG, SYK, TLR1, PIK3CD, EIF2AK2, PRKCB, PRKCA
Cell cycle: G2/M DNA damage checkpoint regulation	2.884032E-04	1.63E01	CDC25B, CDKN1A, TOP2A, CCNB2, MDM2, PLK1, RPS6KA1, CDK1
Protein kinase A signaling	6.165950E-04	6.99E-02	HIST1H1C, PDIA3, DUSP6, UBASH3B, NFKB1, DUSP2, PTPRC, CDC25B, TGFB1, PTPRO, PLCD4, PRKCA, PTPN6, PRKCQ, ITPR2, MAP3K1, PTCH1, PTPN18, PTPDC1, AKAP13, ADD3, PLCG2, CREM, LEF1, Tcf7, PTPN22, PRKCB
NF-κB Signaling	1.258925E-03	8.67E-02	PRKCQ, MAP3K1, PIK3R5, MALT1, NFKB1, IGF2R, LCK, PLCG2, PIK3CG, TLR1, ZAP70, PIK3CD, TRAF5, EIF2AK2, PRKCB
Sphingosine-1-phosphate signaling	1.621810E-03	1.01E-01	S1PR4, PDIA3, PLCG2, PIK3CG, CASP2, SPHK1, PIK3R5, PIK3CD, RHOH, PLCD4, FNBP1

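Of the genes that Table 1 lists for its immune pathways, most could be traced on the arrays. For CD28 signalling 27 of 31 genes were measured; 25 were lower at 12.5 than at 0 Gy in both strains and 12 met an unadjusted p under 0.01 in both. For T cell receptor signalling 21 of 24 were measured, with 19 lower and 6 at that limit, and for T helper cell differentiation 17 of 18, with 17 lower and 10 at the limit. For B cell development 12 of 14 were measured, with 12 lower and 10 at the limit. None of the genes at the limit in these 4 lists was higher. The table's genes were chosen on these arrays, so their direction here is not independent evidence.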

^1^The ratio indicates the total number of differentially expressed genes in our data set that overlap with the molecules in the canonical pathway over the total number of all genes annotated in that same canonical pathway.

**Table 2:** Genes showing dose-dependent changes in expression in the lungs of C57BL/6J mice following 12.5 or 15 Gy WTLI.

Gene Symbol	Gene Name	Fold-Change 0 vs. 12.5 Gy	P-Value	Gene Ontology Biological Process
Specc1	sperm antigen with calponin homology and coiled-coil domains 1	1.56	p = 0.002	Unknown
Zfp319	zinc finger protein 319	1.51	p = 0.006	regulation of transcription, DNA-templated
Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	3.00	p = 0.001	Regulation of T-cell differentiation; Inflammatory response
Rgs4	regulator of G-protein signaling 4	1.58	p = 0.0002	G-protein coupled receptor signaling pathway
Pon1	paraoxonase 1	1.37	p = 0.004	Aromatic compound catabolic process
Ms4a6d	membrane-spanning 4-domains, subfamily A, member 6D	0.71	p = 0.005	Unknown
Ccr5	chemokine (C-C motif) receptor 5	1.53	p = 0.003	Positive regulation of IL-1beta secretion; immune response
Ighm	immunoglobulin heavy constant mu	2.77	p = 0.003	B cell receptor signaling pathway
2010309G21Rik	Uncharacterized protein	4.73	p < 1e-07	Unknown
C1qb	complement component 1, q subcomponent, beta polypeptide	0.72	p = 0.006	Complement activation, classical pathway
Batf3	basic leucine zipper transcription factor, ATF-like 3	1.58	p = 6.41 e-05	Dendritic cell differentiation

**Table 3:** Genes differentially expressed in the lungs of C57BL/6J mice over the lethal IR dose range (12.5–15 Gy), but not sublethal (0–12.5 Gy) range.

Symbol	Name	Fold Change 12.5 vs. 15 Gy	P-Value 12.5 vs. 15 Gy	Gene Ontology Biological Process/Function
Bex2	Brain expressed X-linked 2	1.32	p = 0.002	Regulator of mitochondrial apoptosis and G1 cell cycle in breast cancer
Slc16a6	Solute carrier family 16 (monocarboxylic acid transporters), member 6	0.77	p = 0.009	Proton-linked monocarboxylate transporter
Arhgef28	Rho guanine nucleotide exchange factor (GEF) 28	1.27	p = 0.010	Functions as a RHOA-specific guanine nucleotide exchange factor regulating signaling pathways downstream of integrins and growth factor receptors.
Tnfrsf17	Tumor necrosis factor receptor superfamily, member 17	0.76	p = 0.002	Promotes B-cell survival and plays a role in the regulation of humoral immunity. Activates NF-kappa-B and JNK.
Cyp51	Cytochrome P450, family 51	0.78	p = 0.009	Electron carrier activity and heme binding
Sapcd1	Suppressor APC domain containing 1	1.22	p = 0.010	Unknown
Syt17	Synaptotagmin XVII	1.32	p = 0.006	Unknown
Igj	Immunoglobulin joining chain	0.21	p = 0.005	Immunoglobulin joining chain; humoral immune response (KEGG Pathway)
Ighg	Immunoglobulin heavy chain (gamma polypeptide)	0.19	p = 0.002	Immunoglobulin heavy chain(gamma polypeptide)
Ifi27l2b	Interferon, alpha-inducible protein 27 like 2B	0.76	p = 0.008	Unknown
Ddc	dopa decarboxylase	1.26	p = 0.009	Catecholamine biosynthesis
6330403K07Rik	RIKEN cDNA 6330403K07 gene	1.31	p = 0.007	Unknown
Slc35d3	Solute carrier family 35, member D3	1.29	p = 0.006	Carbohydrate transmembrane transport
Rhobtb1	Rho-related BTB domain containing 1	1.23	p = 0.009	Small GTPase mediated signal transduction
Myo5a	Myosin VA	0.72	p = 0.004	Actin filament-based movement
Hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	1.23	p = 0.007	Cholesterol metabolic process; Synthesis and degradation of ketone bodies (KEGG Pathway)
Anln	Anillin, actin binding protein	1.29	p = 0.006	Cytokinesis
Agpat3	1-acylglycerol-3-phosphate O-acyltransferase 3	0.78	p = 0.007	Phospholipid biosynthesis
Ntf3	Neurotrophin 3	1.34	p = 0.008	Cell fate determination; MAPK signaling pathway (KEGG Pathway)
Chic1	Cysteine-rich hydrophobic domain 1	1.41	p = 0.007	Transport
Dusp1	Dual specificity phosphatase 1	1.43	p = 0.009	Protein amino acid dephosphorylation
Zkscan6	Zinc finger with KRAB and SCAN domains 6	0.79	p = 0.010	Unknown
Dclk1	Double cortin-like kinase 1	0.78	p = 0.006	Unknown
Kcnip4	Kv channel interacting protein 4	1.39	p = 0.007	Potassium ion transport
C030039L03Rik	RIKEN cDNA C030039L03 gene	1.23	p = 0.008	Unknown
Ide	Insulin degrading enzyme	0.71	p = 0.010	Negative regulation of proteolysis; Alzheimer’s disease (KEGG Pathway)
Rasgef1b	RasGEF domain family, member 1B	1.26	p = 0.006	Cytokinesis; cell proliferation; positive regulation of GTPase activity
Traf4	TNF receptor associated factor 4	0.78	p = 0.008	Respiratory gaseous exchange; respiratory tube development; programmed cell death

# Supplementary material for: Pathophysiological mechanisms underlying phenotypic differences in pulmonary radioresponse
**Source:** Sci Rep. 2016 Nov 15;6:36579. doi: 10.1038/srep36579
**Supplement:** Supplementary Information

## **Pathophysiological mechanisms underlying phenotypic differences in pulmonary radioresponse**

**Authors:** Isabel L. Jackson<sup>1,\*†</sup>, Yuji Zhang<sup>2</sup>, Søren M. Bentzen<sup>2</sup>, Jingping Hu<sup>1</sup>, Angel Zhang<sup>1</sup>, Zeljko Vujaskovic<sup>1,†</sup>

† Authors were previously affiliated with the Department of Radiation Oncology, Duke University Medical Center, Durham, NC 27710.

Isabel L. Jackson, PhD

Division of Translational Radiation Sciences, Department of Radiation Oncology  
685 W. Baltimore Street, Medical Sciences Teaching Facility, Room 7-00A  
Baltimore, MD 21201

## **SUPPLEMENTAL MATERIAL**

**Figure 1.** Clustered heat-map of genes ( $n = 805$ ) significantly differentially expressed in response to pulmonary irradiation. Changes in gene expression is presented by murine strain and radiation dose. The intensity of gene expression is depicted from low (light blue) to high (dark blue).

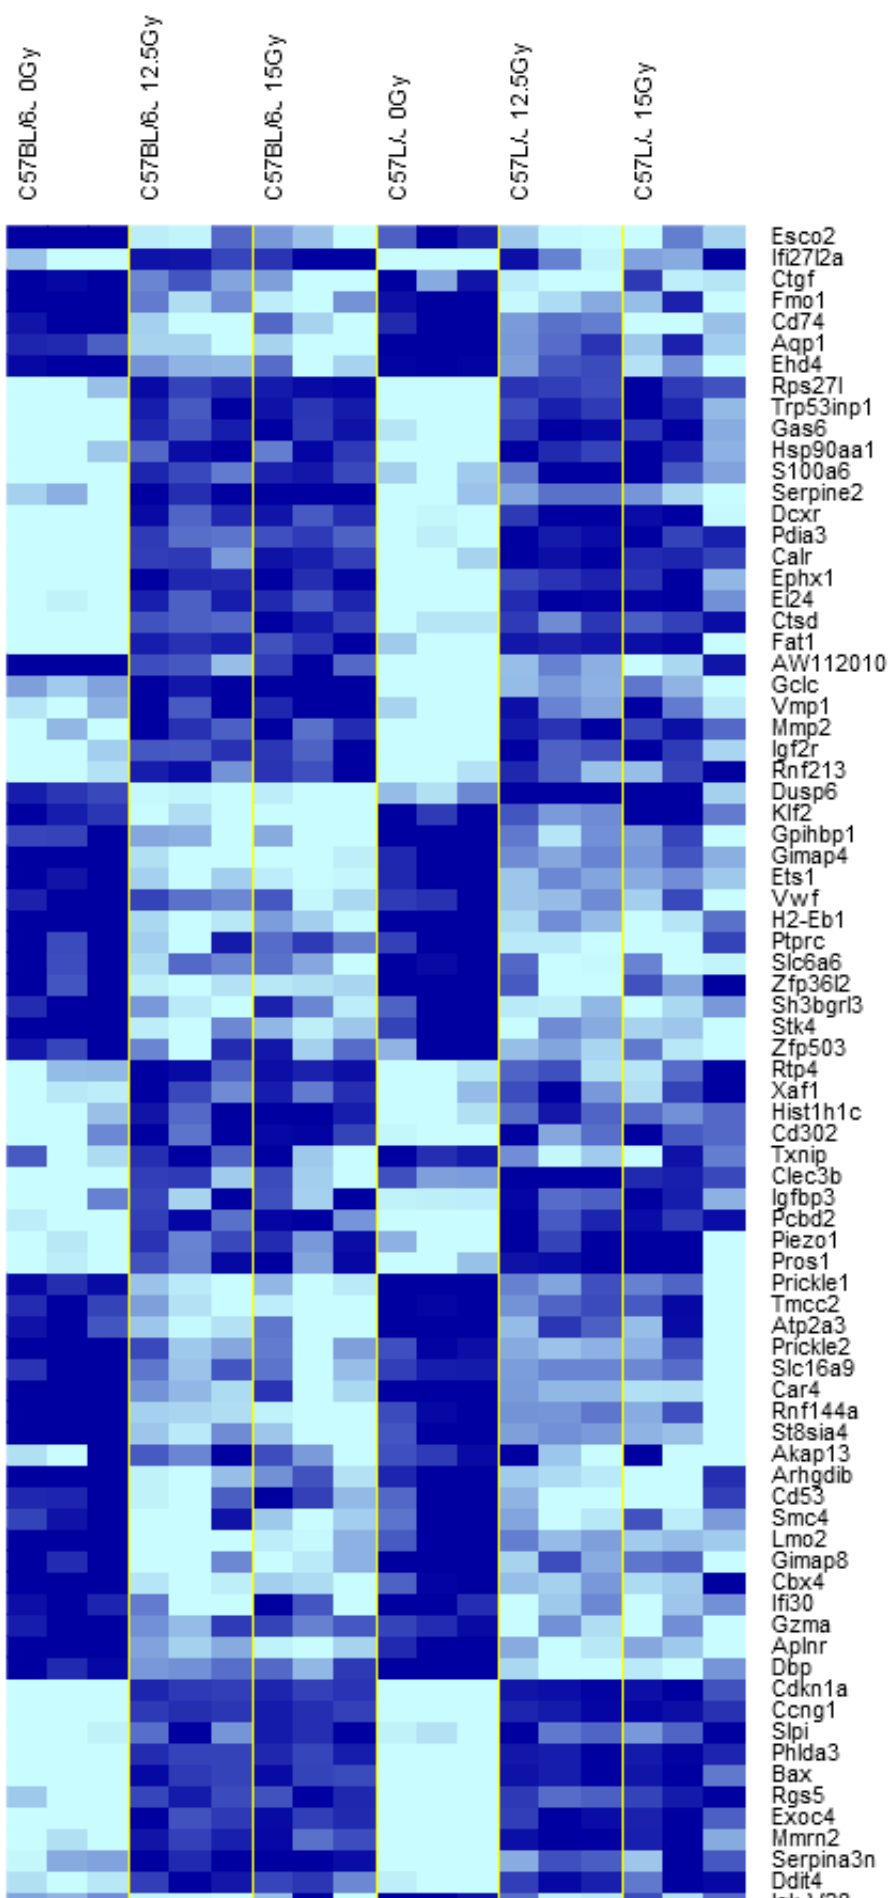

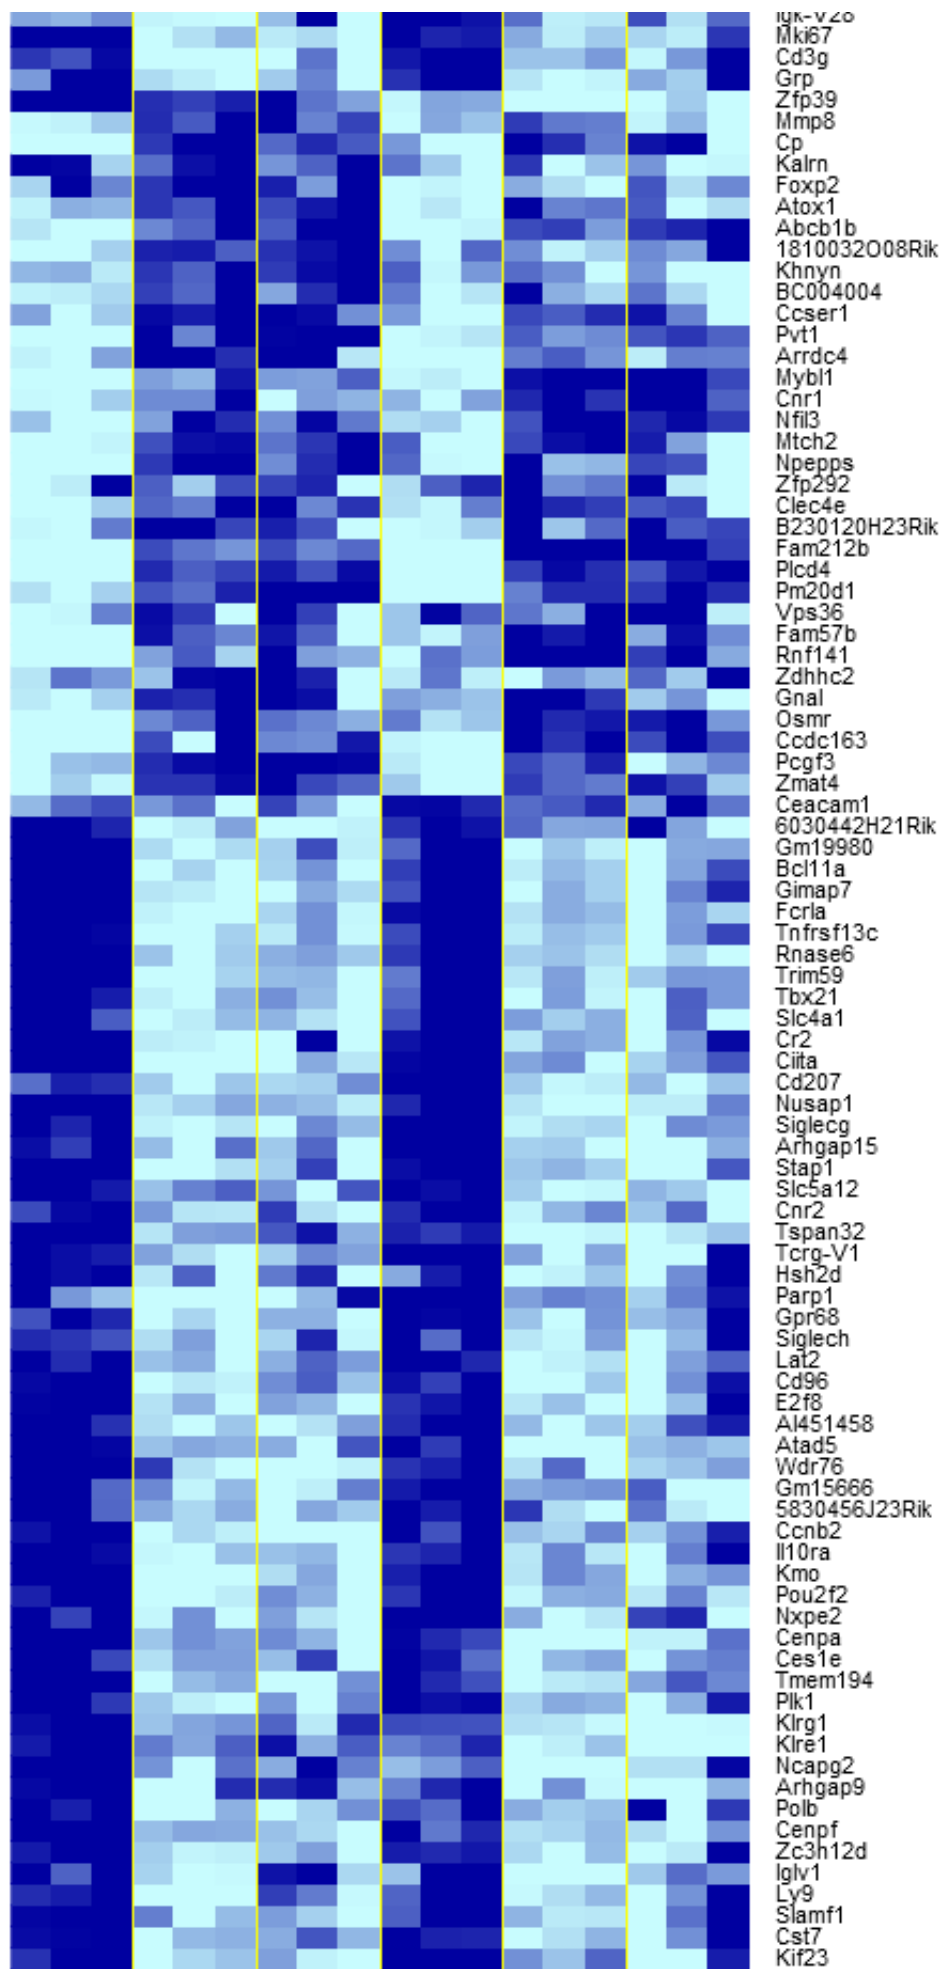

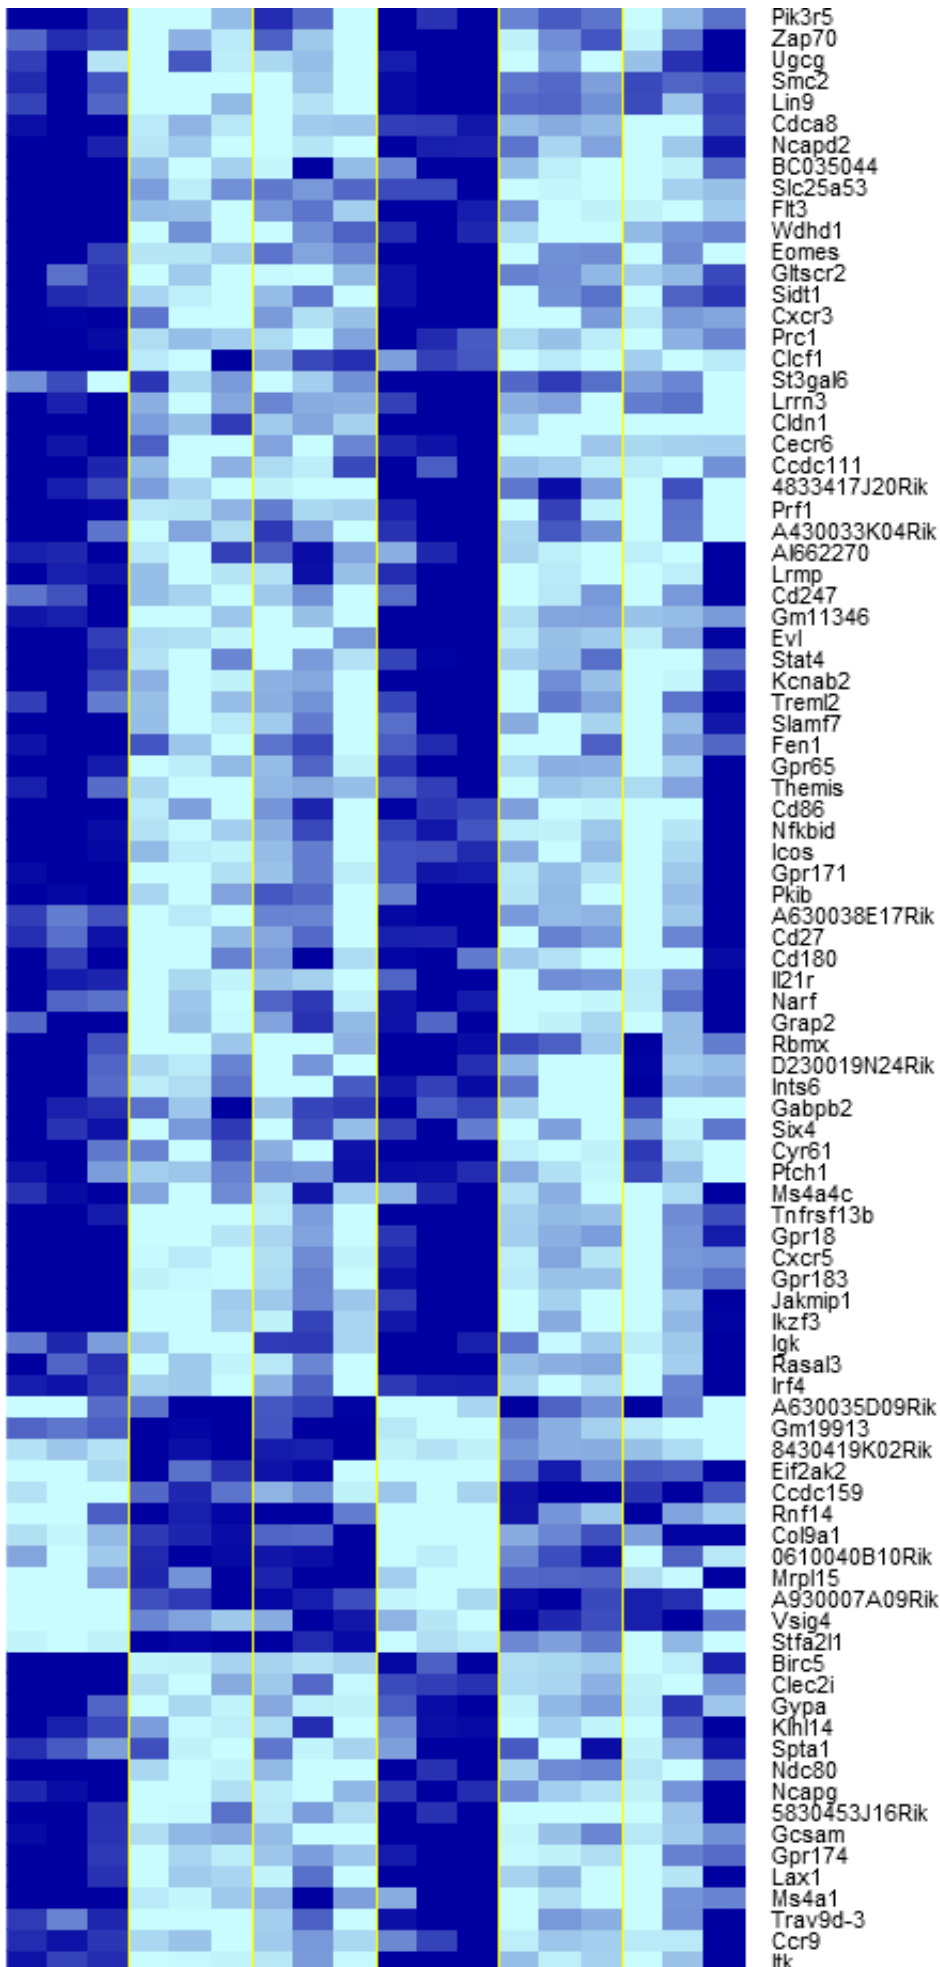

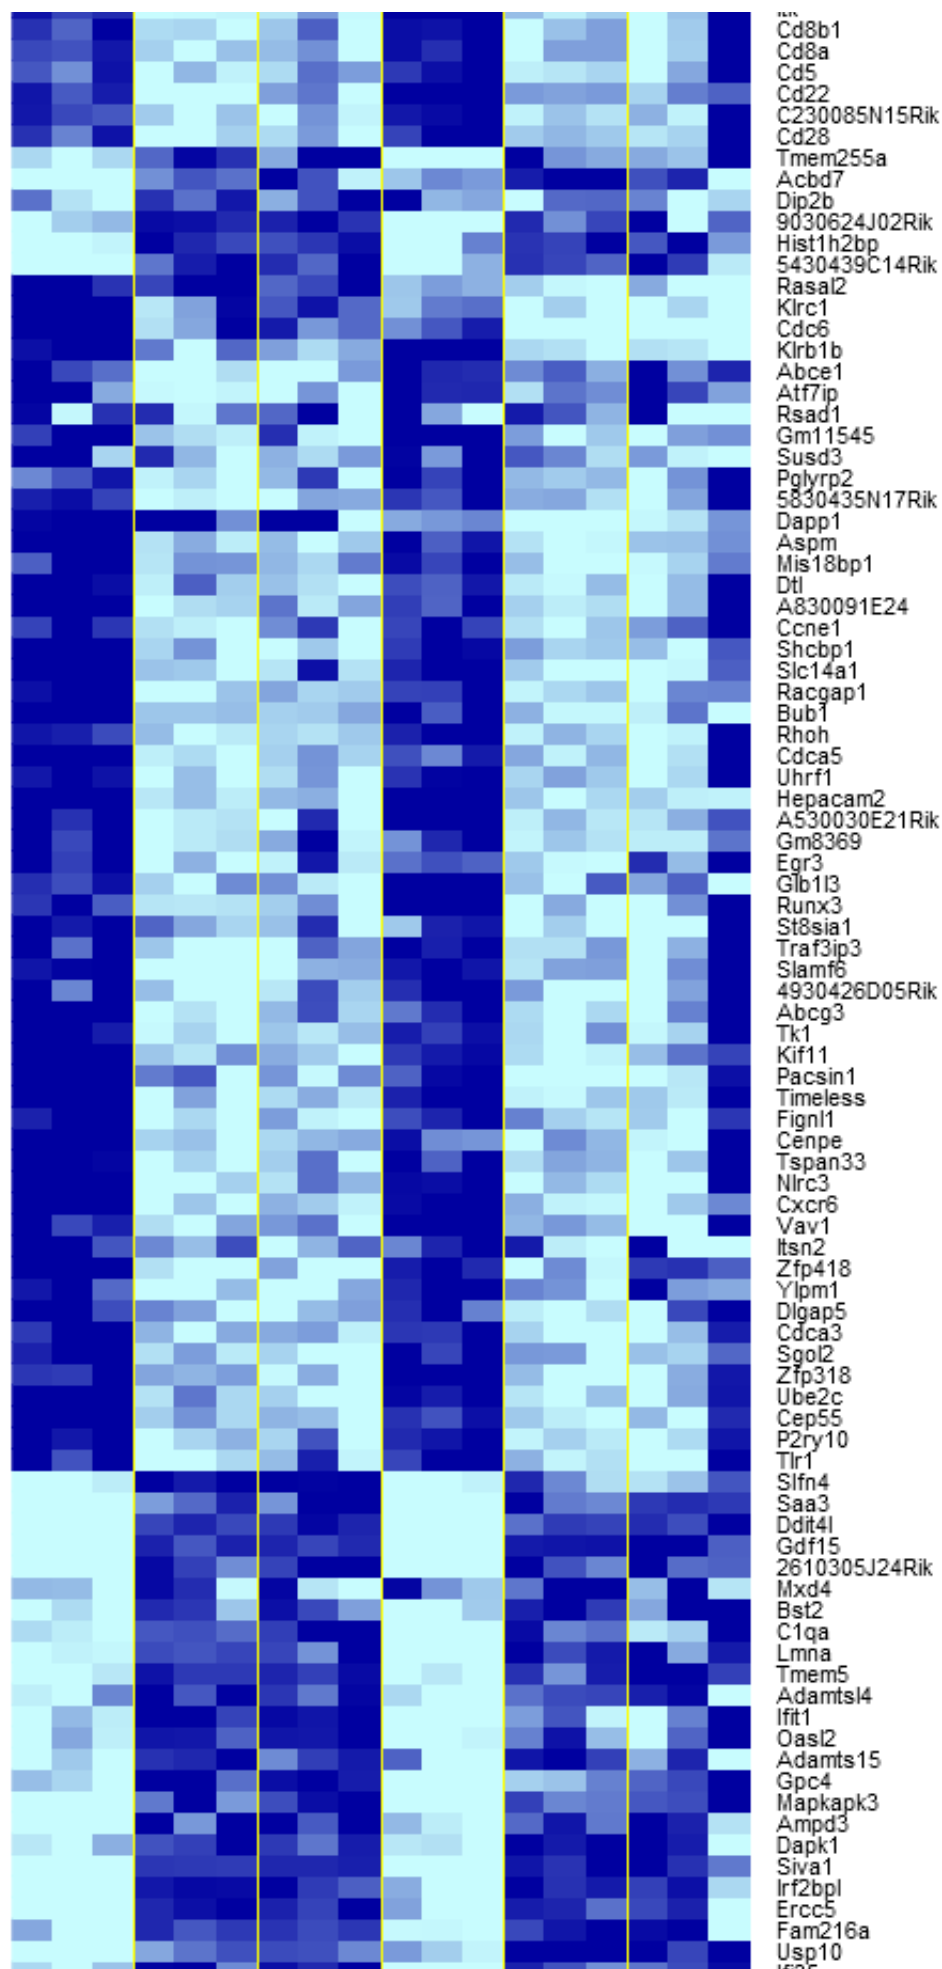

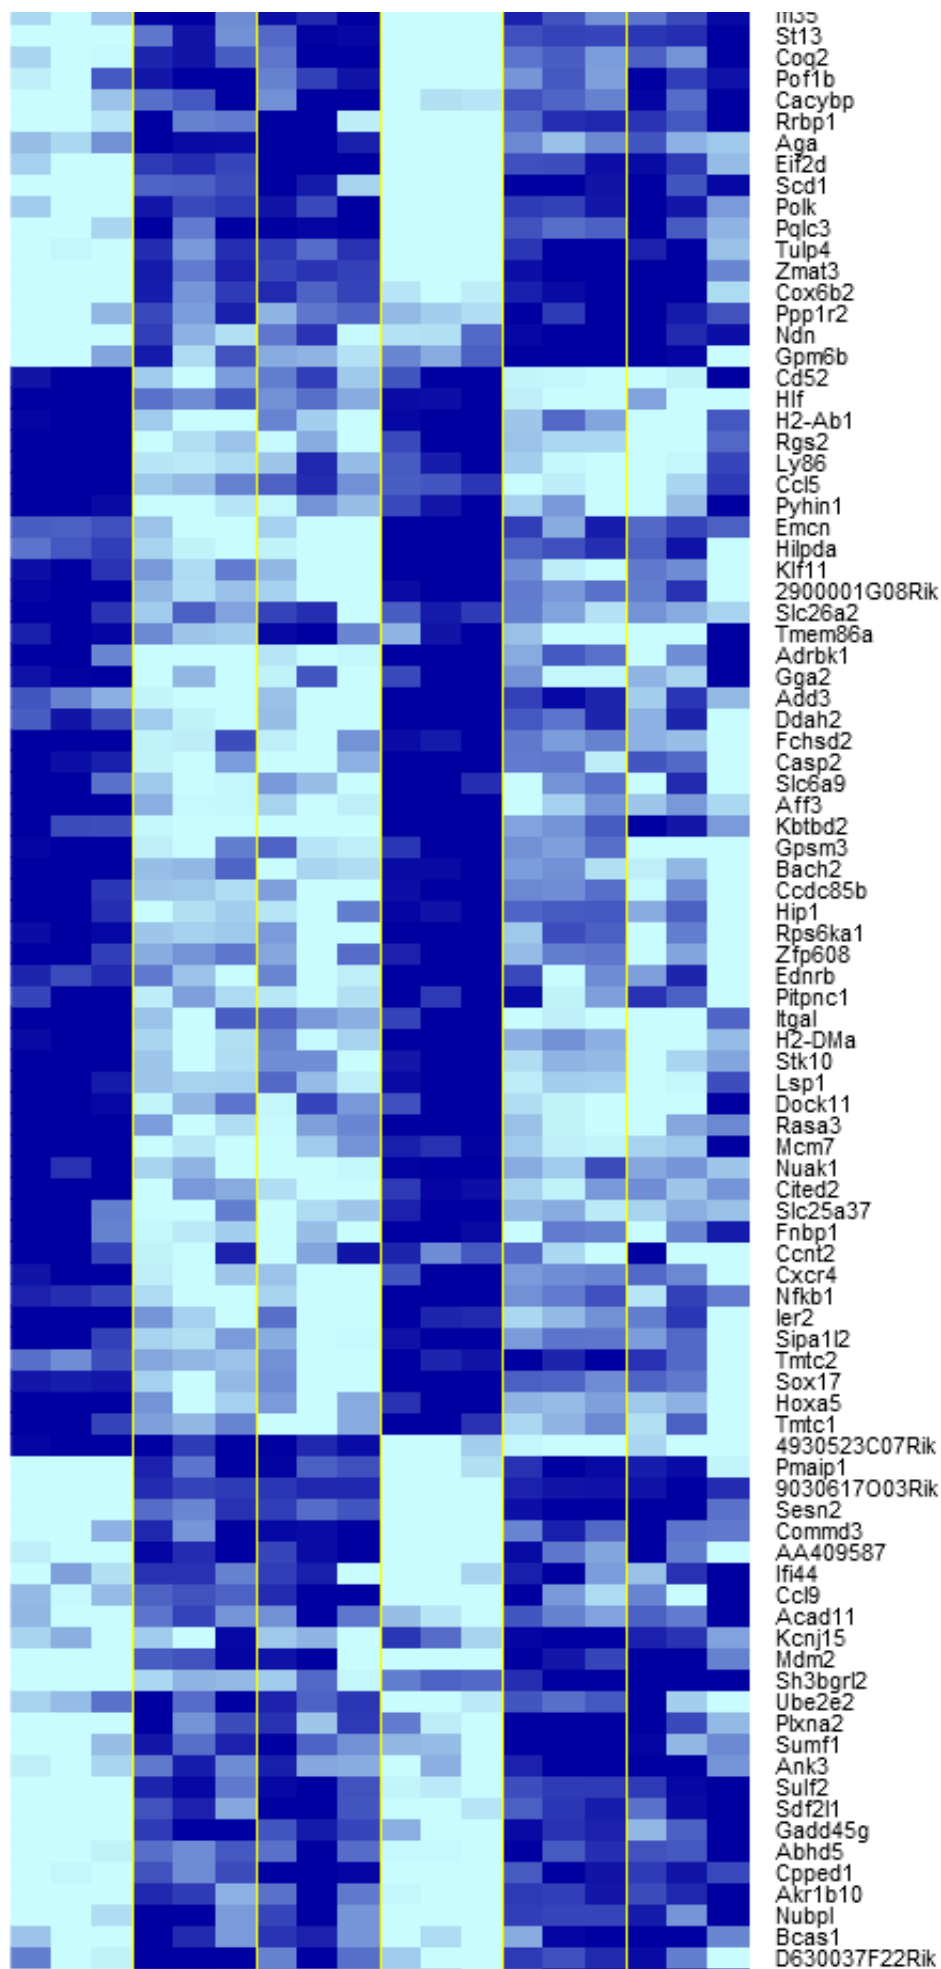

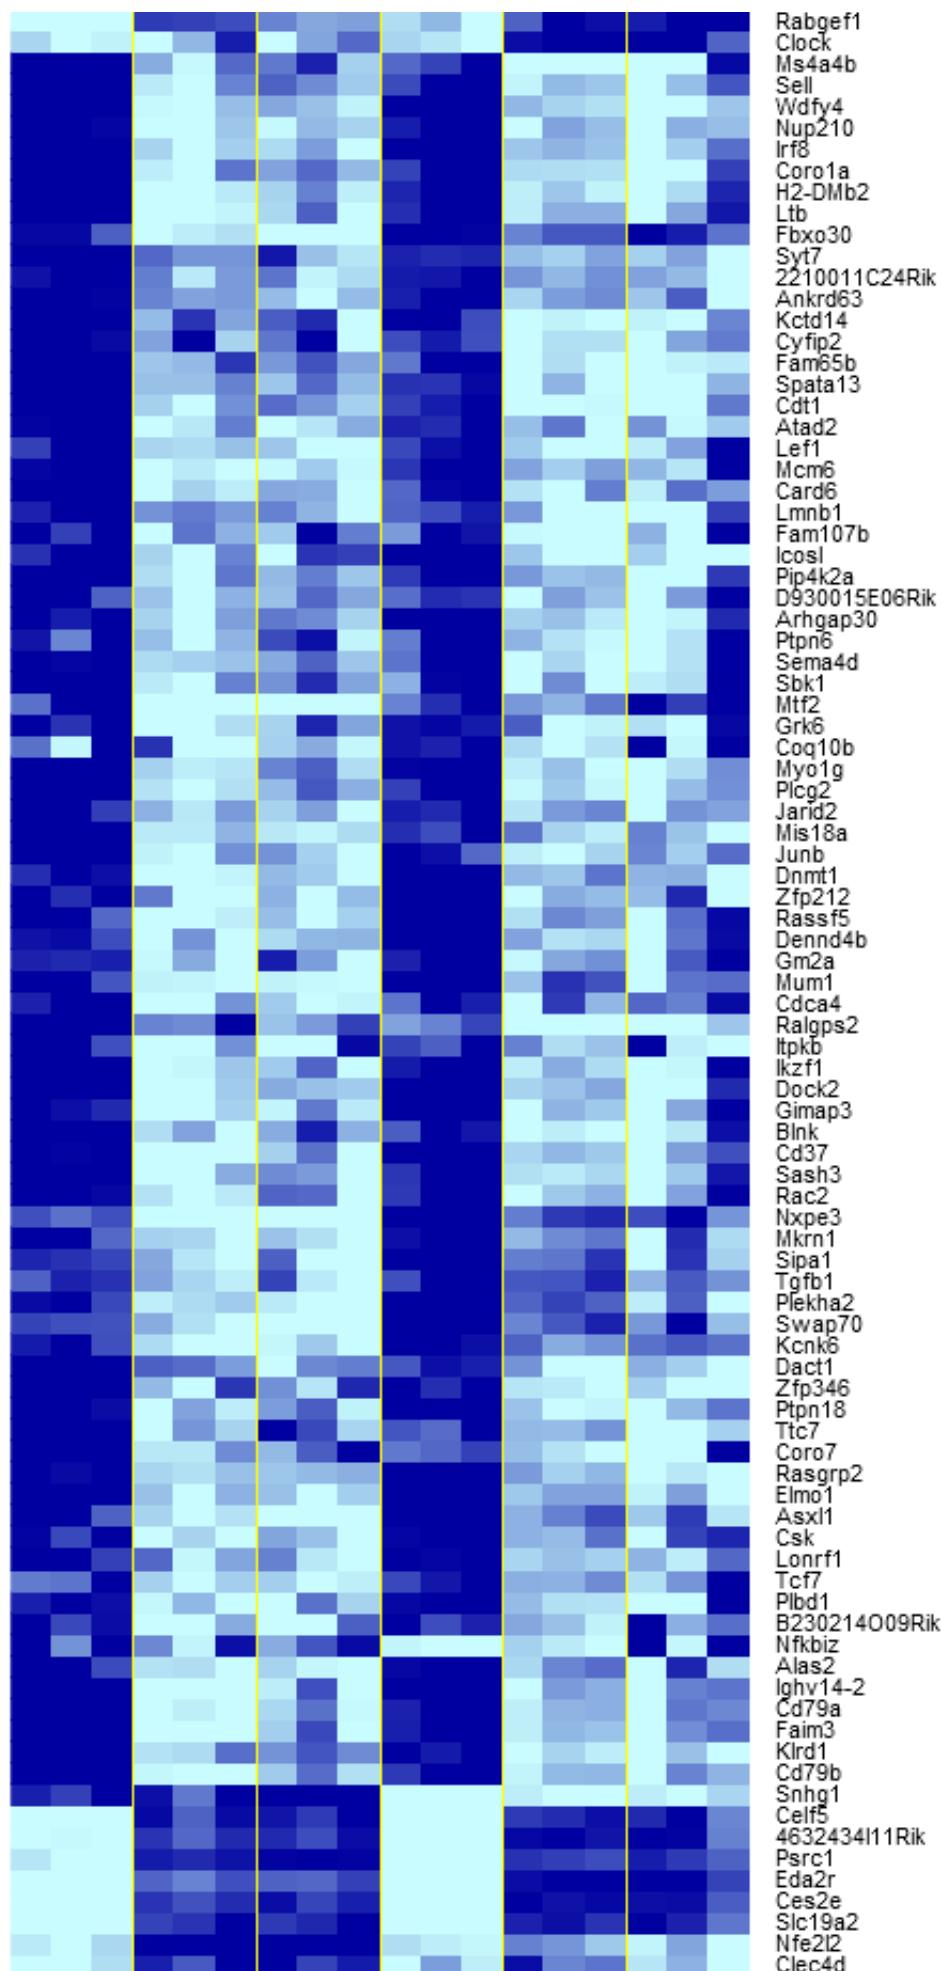

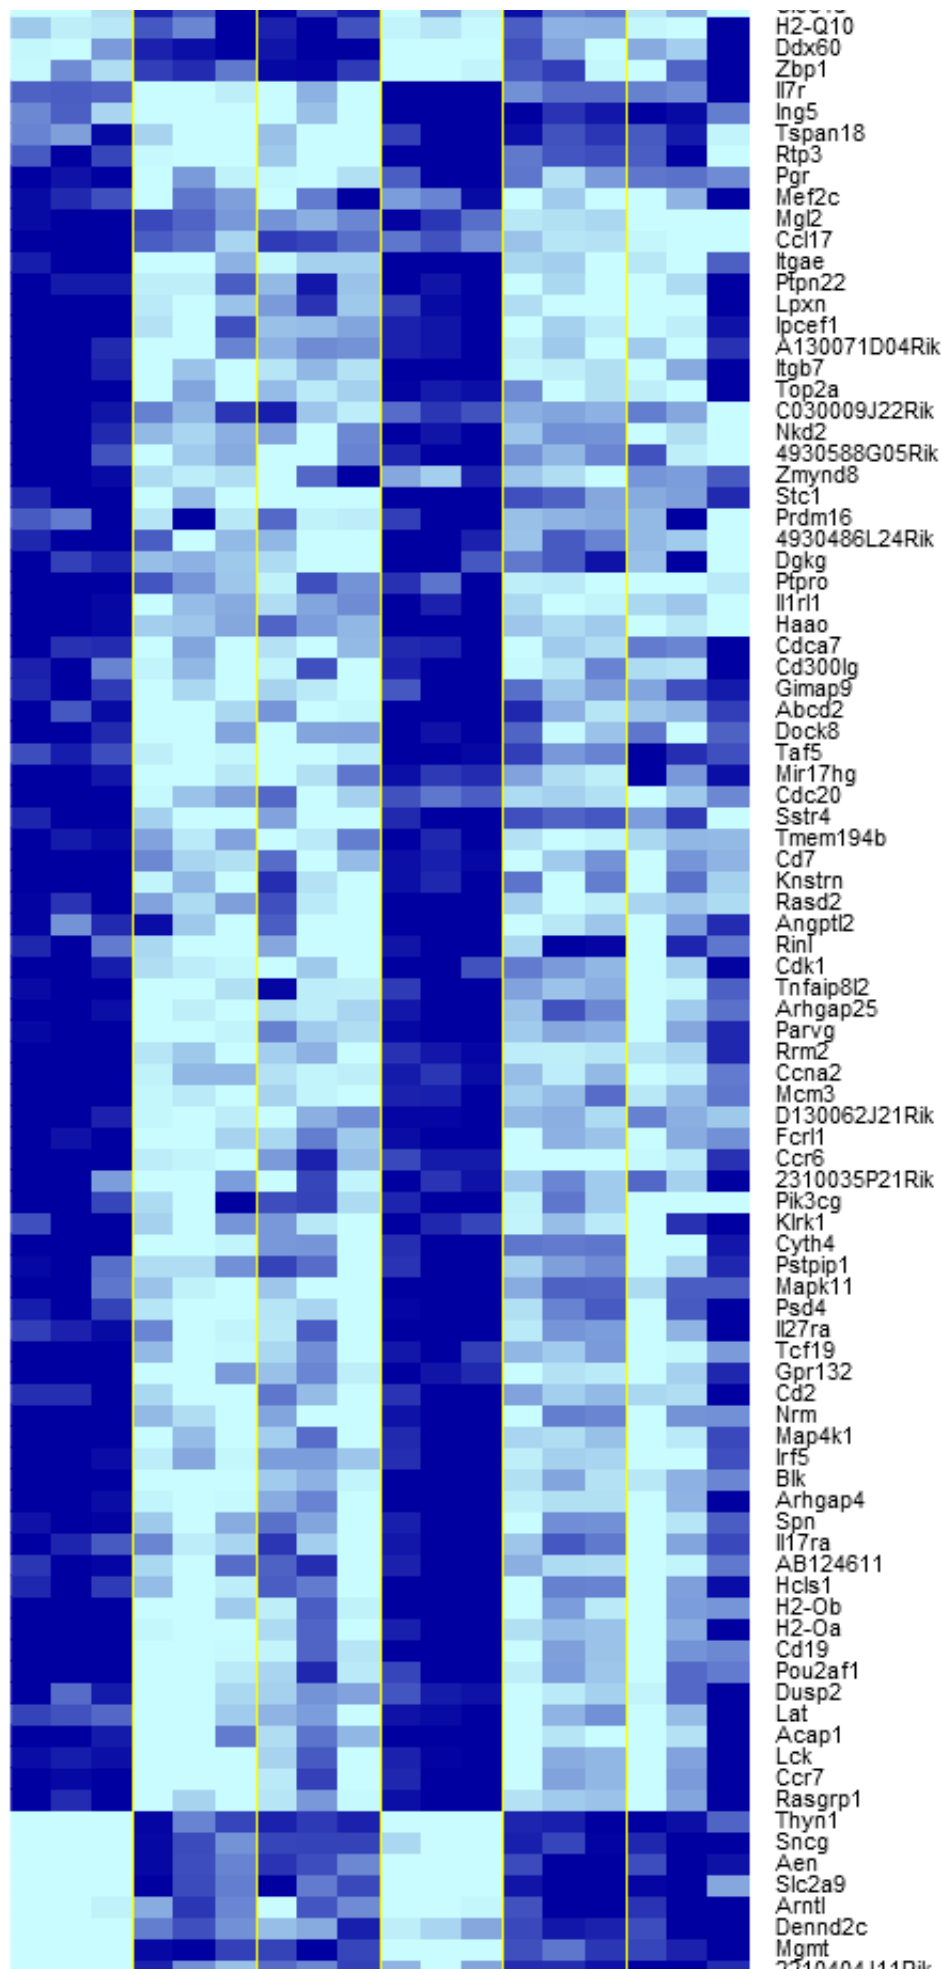

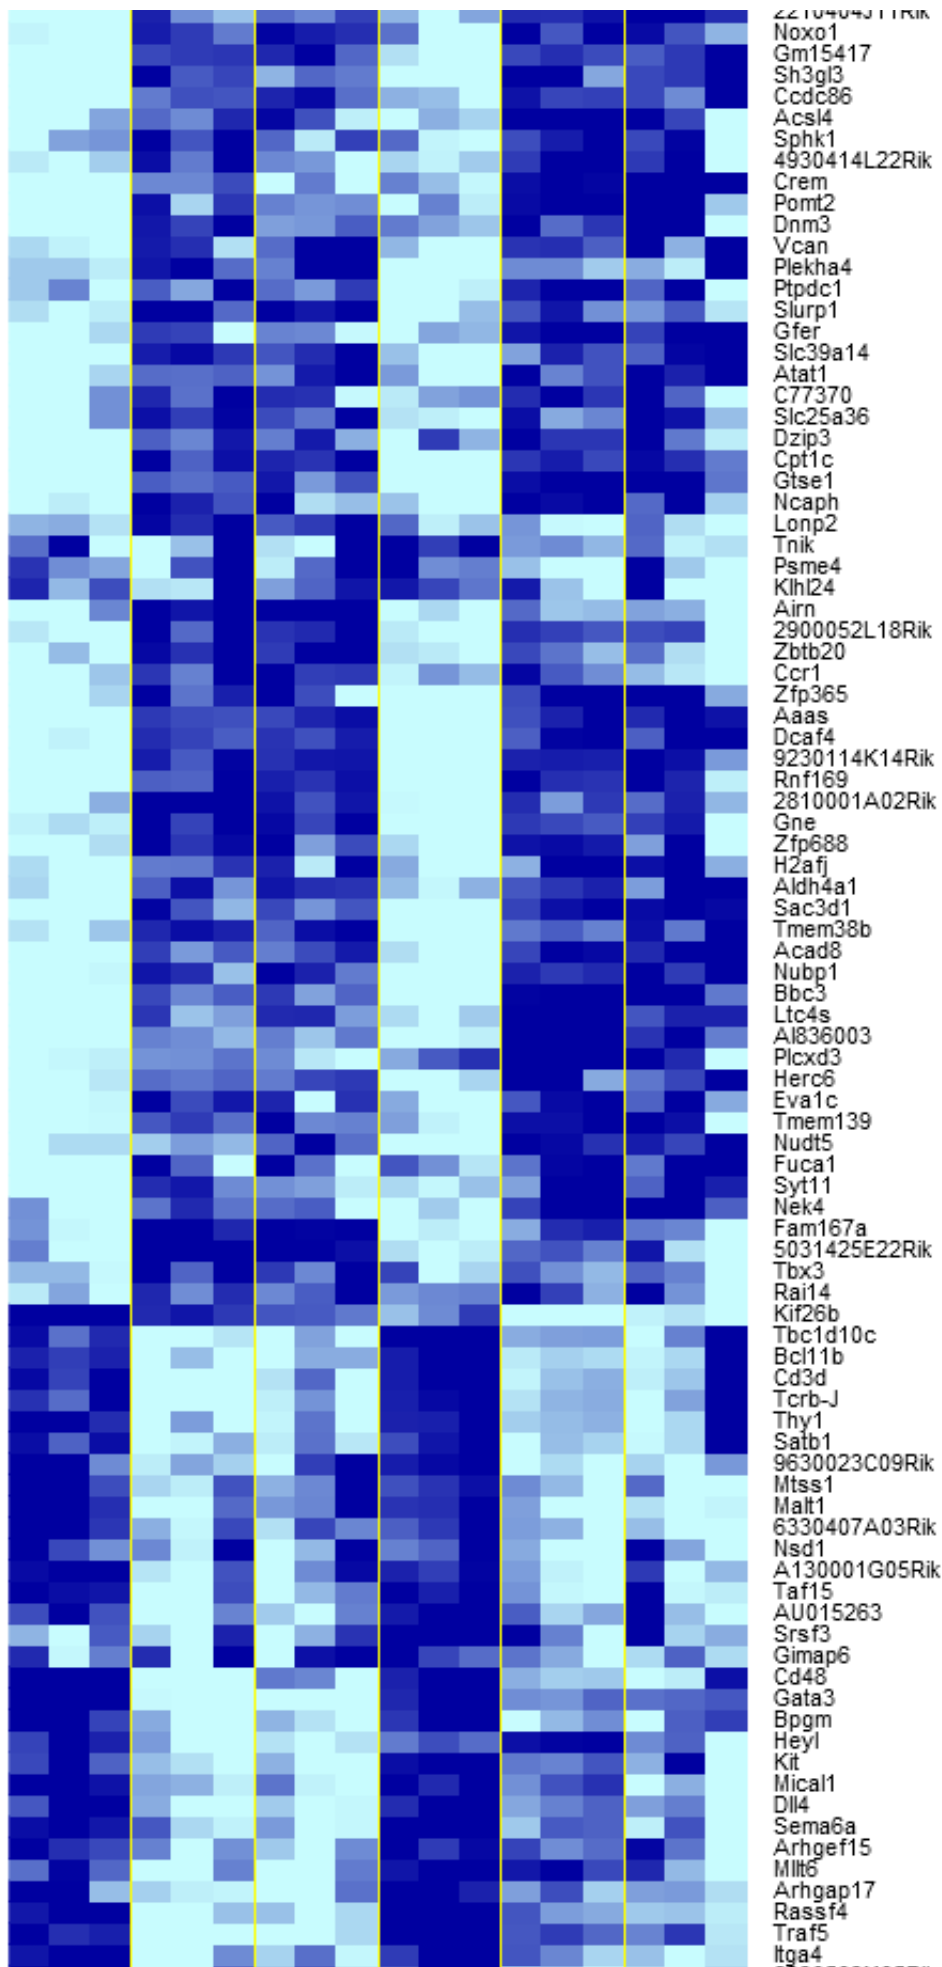

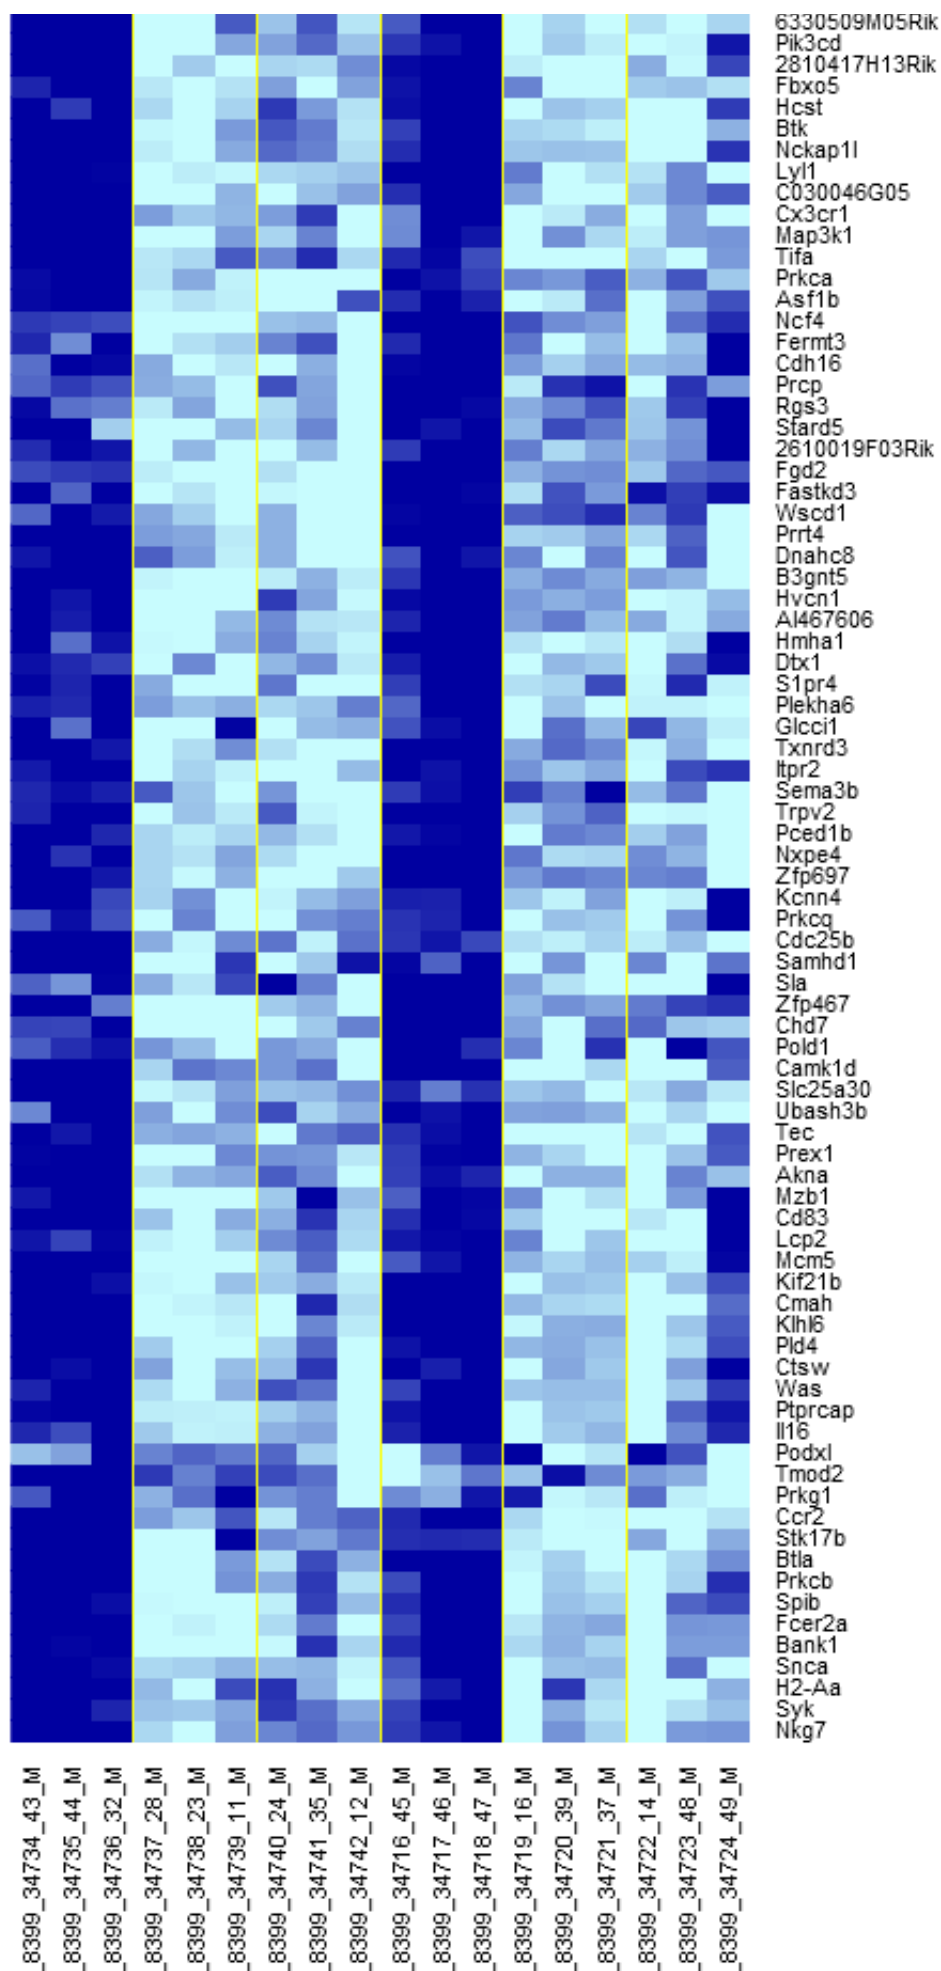

Data range before thresholding: -3.3 to 3.1.  
Missing values are in color "gray".

How the deposited data were processed for this re-analysis (not part of the article)

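Lung RNA of C57L/J, C57BL/6J and CBA/J mice, sham-irradiated or irradiated with 12.5 or 15 Gy, had been measured by the authors on 27 Affymetrix mouse arrays, 3 mice in each of 9 groups. Every array was matched to its strain, dose and replicate, and 0 columns belonged to no sample. The authors deposited linear intensities per probe set, made with Affymetrix Expression Console 1.1 according to the submitters' notes. The 2% trimmed mean was 500 on every array, a scaling that was already in the values, and no further normalization was applied. The paper's methods describe quartile-normalized data, and the lower quartile of intensity differed between arrays (43.5 to 59.3). The test had been set for log2 values, with a floor of 1 before log2 should the deposited intensities be linear, as they were.

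The deposited series was paired with gene symbols for 34958 probe sets with 1 symbol each, of which 34754 were matched to a current symbol. The 932 probe sets with several symbols and the 9211 with none were left out, and these include 64 control probe sets. Of the genes 9182 had 1 probe set and 9012 at least 2, and the probe set with the highest mean over the 18 C57L/J and C57BL/6J arrays stood for the gene. Genes of the paper that could not be matched were not analysed here, 6 of them in Tables 2 and 3. Some genes are not reported here.

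The 3 groups of each strain were compared pairwise with lmFit and eBayes of limma 3.58.1 in R 4.3.3, each fit using only the arrays of both groups. Irradiated arrays of each strain were also compared with sham-irradiated arrays, and the interaction of strain and dose was tested on the 0 and 12.5 Gy arrays of C57L/J and C57BL/6J. Genes were counted at an unadjusted p under 0.01, the paper's criterion, and at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are those of limma, with 95% intervals. Overlaps between comparisons were tested with Fisher's exact test. That test treats genes as independent units, so its p-values do not measure replication between mice. A set of 37 gene lists was written from textbook knowledge after the paper, its tables and part of its heat map had been read and before the values were seen. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and their over-representation with Fisher's exact test. Arrays were clustered by average linkage on correlation distance. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.

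The genes named were every gene the paper names for these arrays in its text, Fig. 3 and Table 2, whose published values had been seen; in each comparison with 0 Gy, genes among the 10 largest rises and 10 largest falls at an adjusted p under 0.05 with groups that did not overlap; and up to 4 members of a gene list with the largest changes at an adjusted p under 0.05. Of Table 3 the 4 genes with the lowest p and 2 whose ratios stand apart from the paper's were named after their values were seen. Other exceptions are said to have been chosen after their values were seen.

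The alternatives set before the data were examined were the random variance t test of the paper's methods, limma over all arrays, an intensity trend with a robust prior, array weights, the adjusted p, a fold limit of 2, the most variable probe set or the mean of probe sets, a filter on low values, a filter on variation (1.5-fold from the median in 20% of arrays), quantile normalization, median-centring, the replicate number as a block, each array left out in turn, and other gene sets and distances in clustering. Added after the data were seen were a floor of 32, leaving out the arrays with skeletal muscle transcripts, a skeletal muscle score as covariate and probe sets in place of genes. Replicate numbers were checked for pairing through the correlation of the arrays' deviations from their group means; arrays with the same number correlated above 0.1 in every pair only between 0 and 12.5 Gy in C57L/J and in CBA/J. The labels name no shared litter or day.

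The statistics were tested on simulated data before use, with changes of known size added to groups with the arrays' own spread. By limma 1.14% to 1.18% of unchanged genes met the unadjusted p limit of 0.01, and by the random variance test 1.12% to 1.17%. Other splits of the arrays were counted in full where 10 or 84 exist, and otherwise 100 were drawn with the random seed 1. For the interaction, splits that exchange the strains within a dose, on values centred on the mean of each strain, were added after the data were seen. No pair of arrays was identical, and the highest correlation between any pair was 0.971. The median intensity of an array was 144.7 in the middle of the range, and the highest intensities ran from 26890 to 39750. Sex-linked transcripts were those of female mice on every array (Xist from 13.05 to 13.88, Kdm5d at most 6.06 on the log2 scale).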

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

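Tests on muscle and squamous transcripts, on thymic tissue, on lymph node tissue in each strain and on the loss of B cells were chosen only after their results had been seen.

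The CBA/J arrays, which the paper's results do not report, held a response of their own. At an unadjusted p under 0.01 from limma 594 genes differed between 0 and 12.5 Gy and 1022 between 0 and 15 Gy. Between irradiated and sham-irradiated lungs 1036 differed, where chance gives 182 in each case. Leaving out single arrays gave 357 to 885, 662 to 1033 and 660 to 1259 genes. Skeletal muscle transcripts were carried by 2 of 3 arrays at 0 Gy, 2 of 3 at 12.5 Gy and 0 of 3 at 15 Gy. Antioxidant response genes were higher in irradiated CBA/J lungs, with a median log2 change of 0.66 (camera adjusted p = 2e-09; 0.12 with an estimated correlation).

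In C57BL/6J 4 groups of genes outside those the paper discusses were called by camera between sham-irradiated and irradiated lungs with a preset correlation. The median log2 change was 0.99 for neutrophil genes (camera adjusted p = 7.6e-08), 0.52 for interferon response genes (3.9e-11), -0.76 for erythroid genes (7e-04) and -0.42 for immediate early genes (3.2e-07). With an estimated correlation the adjusted p was 0.11, 0.11, 0.072 and 0.044, so that only the immediate early genes were still called. Of the 6 irradiated C57BL/6J arrays 4 carried skeletal muscle transcripts; with the muscle score as covariate the adjusted p was 1.4e-13, 2.9e-08, 0.0055 and 1.2e-06.

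For the interaction of strain and dose at 12.5 Gy 11 gene lists were called by camera with a preset correlation and none with an estimated one, the lowest adjusted p being 0.36, and 28 of 100 splits that exchanged the strains within a dose gave as many lists (11, highest other 19), so chance cannot be excluded. The median difference of the log2 changes, C57L/J minus C57BL/6J, was 0.32 for mitosis (camera adjusted p = 4e-04), 0.32 for B cells (4e-04), 0.49 for MHC class II (0.00022), 0.2 for matrix and fibrosis (0.0011), 0.26 for immediate early genes (0.0011) and 0.17 for cholesterol synthesis (0.041). It was -0.43 for alveolar macrophages (0.00037), -0.57 for neutrophils (0.017), -0.56 for the circadian clock (7.9e-06), -0.49 for the glucocorticoid response (0.0015) and -1.44 for striated muscle (1.7e-06). With the muscle score as covariate mitosis (0.14), MHC class II (0.16) and striated muscle (0.62) were no longer called by the preset correlation, while B cells (0.023), neutrophils (9.1e-05) and the circadian clock (2.9e-05) were.

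Skeletal muscle transcripts stood above the other arrays on 9 arrays, thyroglobulin (Tg) on 3 and Glycam1, a gene of lymph node venules, on 3 above a log2 intensity of 8. The paper does not discuss these genes. A response of the lung to dose is argued against by 2 sham-irradiated arrays among the 9. An array of another tissue in place of lung is argued against by the lung epithelial genes: the lowest mean of Sftpc and Scgb1a1 on the 9 arrays lay 0.23 log2 units above the lowest on the other arrays. Tissue from around the airway or neck dissected with the lobe may be the source, since on 9 of the 9 arrays the squamous score lay above that of every other array, at 1.76 or more against 0.64 or less. The parathyroid hormone gene Pth reached 14.3 to 14.5 on the 3 arrays with Tg and 4.9 or less elsewhere. Its values go with neck tissue on those 3 arrays, and Pth was chosen after they were seen. Tissue from around the airway or neck stays a hypothesis from the same arrays.

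The fall of B cell and MHC class II genes after irradiation could come from other lymphoid tissue on the sham-irradiated arrays or from a loss of cells. Thymic tissue is argued against: with an immature thymocyte score as covariate the median log2 change of B cell genes was -1.18 in the strain where it was weakest. For the fall of T cell genes at 12.5 Gy thymic tissue on the sham arrays is argued against as the whole cause by the values with a thymocyte score as covariate: the median log2 change was -1.04 in C57L/J and -0.76 in C57BL/6J, and that of their mean -0.91 ± 0.24 (SE) and -0.86 ± 0.17. For T cell receptor signalling (medians -0.12 and -0.27) and T helper differentiation (-0.18 and -0.33) this was not decided. The weight of replicate 3 of C57L/J at 15 Gy, where Rag1 reached 10.7, in the C57L/J fits with a thymocyte score was not tested. Lymph node tissue on the sham arrays would have made its stromal genes fall with irradiation. The median of 7 such genes was 0.15, 0.07 and -0.4 in C57L/J, C57BL/6J and CBA/J, with members that went both ways, and decides nothing. In C57L/J and C57BL/6J the tissue is argued against by Glycam1, which lay at a log2 intensity of 2.1 or less, the level of background, on the 6 sham arrays. It reached 12.4 and 10.5 on 1 irradiated array of each strain, and these 2 arrays still had lower means of B cell genes than every sham array of their strain. In CBA/J 1 of 3 sham arrays carried Glycam1, at 10.5. The other 2 sham arrays held no such signal, and their lowest mean of B cell genes still lay 1.06 log2 units above the highest irradiated mean (largest SD within a dose 0.3), so lymph node tissue on that array does not account for the whole fall in CBA/J and may add to it. In C57L/J and C57BL/6J this gap was 0.41 and 0.47. A loss of B cells from the lung in each strain stays open: in 3 of 3 strains 14 or more markers were lower at an unadjusted p under 0.01, but these are the genes that make up the pattern, so the count does not test it, and a lower expression per cell was not separated from fewer cells.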

How the results depend on the processing

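The floor of 32, leaving out the arrays with skeletal muscle transcripts, the muscle score as covariate and probe sets in place of genes were chosen after seeing the data. The cause of a change between settings was not tested, except that an adjusted p, a fold limit or a filter passes fewer genes by construction. Signal near background limits many of the largest changes. Of 112 named gene values 72 met an unadjusted p under 0.01. Of the 112, called or not, 62 kept direction and call under every alternative set before the data were examined. These 62 include values that did not meet that limit at first and stayed so. An adjusted p under 0.05 alone dropped 20 calls. The arrays with skeletal muscle transcripts could not be left out, leaving single arrays, for 12.5 against 15 Gy in C57BL/6J, for 12.5 against 0 Gy in CBA/J, or for the threshold and dose-dependent sets.

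Counts of genes are given in the order C57L/J 12.5 against 0 Gy, 15 against 0 Gy and 15 against 12.5 Gy, the same for C57BL/6J and for CBA/J, irradiated against sham in C57L/J, C57BL/6J and CBA/J, and the interaction. At an adjusted p under 0.05 they were 94, 0, 0, 95, 12, 0, 6, 181, 0, 64, 229, 279 and 0, with 24 common, 0 threshold and 0 dose-dependent genes and 3 enriched lists. With a 2-fold limit they were 329, 193, 76, 340, 309, 64, 337, 407, 136, 241, 328, 364 and 128, with 140 common and 0 threshold genes. With a filter on variation they were 261, 80, 42, 218, 165, 41, 181, 270, 78, 190, 307, 313 and 69, with 87 common, 0 threshold and 9 dose-dependent genes.

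A filter on low values gave 19 genes between 12.5 and 15 Gy in C57L/J, 22 in C57BL/6J and 120 in CBA/J, 102 for the interaction, 1 threshold gene, 11 dose-dependent genes and an r of 0.601 between the strains. Array weights gave 548 for 15 against 0 Gy in C57L/J, 160 for 15 against 12.5 Gy in C57BL/6J, 1289 and 810 for 12.5 against 0 Gy and 15 against 12.5 Gy in CBA/J, 1278 and 1853 for irradiated against sham in C57L/J and CBA/J, 400 for the interaction, 4 threshold genes and 39 dose-dependent genes. A fit over all arrays gave 795 for 15 against 0 Gy in C57L/J. An intensity trend and robust prior gave 55 and 49 for 15 against 12.5 Gy in C57L/J and C57BL/6J, and 424 common genes. The most variable probe set, the mean of probe sets and median-centring each gave 1 threshold gene, and the first an r of 0.183.

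With a floor of 32 Agtr2 changed by 0 at 12.5 Gy in C57L/J and C57BL/6J, there were 510 genes for 15 against 0 Gy in C57L/J and 391 for 15 against 12.5 Gy in CBA/J, and r was 0.438. Without the muscle-bearing arrays there were 561 and 180 for 15 against 0 and 12.5 Gy in C57L/J, 421 and 668 for 15 against 0 Gy in C57BL/6J and CBA/J, 1044, 548 and 610 for irradiated against sham in C57L/J, C57BL/6J and CBA/J, 131 common genes and an r of 0.218. The muscle score as covariate gave 553 and 177 in C57L/J, 390 for 15 against 0 Gy in C57BL/6J, 1074 and 653 for irradiated against sham in C57L/J and C57BL/6J, and 11 dose-dependent genes. Probe sets in place of genes gave 1420, 1215 and 295 for 12.5 against 0 Gy in C57L/J and C57BL/6J and 15 against 12.5 Gy in C57BL/6J.

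With the replicate number as a block, 416 genes were counted for 15 against 0 Gy in C57BL/6J, 638 in CBA/J and 4 threshold genes; the numbers share only a label in these comparisons. Where the check of pairing was positive, the block gave 587 genes for 12.5 against 0 Gy in C57L/J and 544 in CBA/J, and it changed no other count by more than 1.5 times. With an estimated correlation the gene lists called were 0, 0, 0, 1, 0, 0, 0, 1, 0, 0, 6, 0 and 0 in the order above. Clustering on the 1000 most variable genes and on all genes placed 11 and 11 arrays with their class.

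Leaving out each array in turn gave 554 to 699 genes for 12.5 against 0 Gy in C57L/J, 214 (without replicate 2 at 0 Gy) to 561 (without replicate 3 at 15 Gy) for 15 against 0 Gy, and 106 to 180 (without replicate 3 at 15 Gy) for 15 against 12.5 Gy. In C57BL/6J the ranges were 480 to 677, 437 (without replicate 2 at 0 Gy) to 752, and 117 to 166 (without replicate 3 at 12.5 Gy). In CBA/J they were 357 (without replicate 2 at 0 Gy) to 885, 662 (without replicate 2 at 15 Gy) to 1033, and 169 to 592 (without replicate 1 at 12.5 Gy). For irradiated against sham they were 412 (without replicate 2 at 0 Gy) to 1044 (without replicate 3 at 15 Gy), 653 (without replicate 2 at 0 Gy) to 1013, and 660 (without replicate 2 at 0 Gy) to 1259. The interaction gave 162 to 275, common genes 201 to 263, threshold genes 1 to 6, dose-dependent genes 12 (without replicate 2 at 0 Gy) to 48 (without replicate 3 at 12.5 Gy), and r 0.181 to 0.252.

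Directions turned for the values given here. With the most variable probe set the log2 change of Auts2 was 0.26 at 12.5 Gy in C57L/J, 1.03 at 12.5 Gy and 0.76 at 15 Gy in C57BL/6J, that of Clspn 0 and of Zfp319 0.62 at 12.5 Gy in C57BL/6J, that of Ms4a6d -0.84 between 12.5 and 15 Gy, and the interaction of Zfp319 -1.14; the change of Zfp319 at 12.5 Gy was the only one of these to have met the study's criterion before. With the mean of probe sets Auts2 was 0.32 and Gria1 0.03 at 12.5 Gy in C57BL/6J, and the interaction of Zfp319 -0.11. Gria1 at 15 Gy in C57L/J was 0.21 with array weights, 0.39 without the muscle-bearing arrays and 0.33 with the muscle score; at 12.5 Gy in C57BL/6J it was 0.09 and 0.02 under the last pair. Retnla was -0.13 at 12.5 Gy in C57BL/6J without the muscle-bearing arrays (1 array left at that dose), and at 15 Gy in CBA/J -1.81 without them and -2.05 with the muscle score. Zfp319 between 12.5 and 15 Gy was -0.07 with array weights, -0.02 after quantile normalization and -0.04 after median-centring, and with the last 0.04 at 12.5 Gy in C57L/J. Leaving out single arrays turned Auts2 at 12.5 Gy in C57BL/6J (-0.15 to 0.09, with 0.09 and 0.01 without replicate 1 at 0 Gy and replicate 3 at 12.5 Gy) and Zfp319 at 12.5 Gy in C57L/J (0.12 and 0.09 without the same numbers). The ranges were -1.16 to 0.36 for Cyp26b1 at 12.5 Gy and -0.49 to 0.39 for Gria1 at 15 Gy in C57L/J, -0.23 to 0.19 for Zfp319 between 12.5 and 15 Gy in C57BL/6J, and -0.28 (without replicate 1 at 0 Gy) to 1.3 (without replicate 3 at 0 Gy) for Retnla at 15 Gy in CBA/J.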

Differences from the paper's values

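Settings chosen only after the data were seen are named as such. The paper's text states 805 genes altered in both strains, and 269 met an unadjusted p under 0.01 in both here; none of the 25 alternatives set before the data were examined closed the gap, the highest count being 424 with an intensity trend. The paper's count of 42 genes between 12.5 and 15 Gy in C57BL/6J stands beside 103 here; an intensity trend (49) and a filter on variation (41) closed the gap and the other 17 of 19 alternatives did not. The paper's 28 genes at 15 but not 12.5 Gy stand beside 49 here at its stated limits, p under 0.01 and more than 2-fold. A fit over all arrays (38), an intensity trend (23) and a filter on variation (32) closed the gap, and the other 19 of 22 did not. Most of the paper's ratios for these genes lie within 2-fold. The p limit alone gave 82 genes, and 64, 32 and 32 in the same settings. By that count a fit over all arrays did not close the gap.

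For Auts2 the paper's p-values are below 0.008 in C57L/J and 0.003 in C57BL/6J, and 0.059 and 0.034 were obtained by limma; none of 16 alternatives closed either gap. For Gria1 the paper gives 0.005 and 0.007, against 0.2 and 0.075 here; only leaving out replicate 1 of C57L/J at 12.5 Gy (0.0042) closed the first gap, and none of 16 the second. For Retnla in C57L/J the paper's bound is 9.39E-05 and the value here 0.00031; a fit over all arrays (5.7e-05), an intensity trend (1.3e-06) and a filter on low values (1.6e-05) fell below that bound by more than 1.5 times, and none of the other 14 of 17 alternatives reached it. For Batf3 between 0 and 12.5 Gy in C57BL/6J the paper's ratio of 0 to 12.5 Gy is 1.58 and the value here 2.6; array weights and leaving out replicate 2 of C57BL/6J at 0 or at 12.5 Gy closed the gap, 3 of 16 alternatives. The muscle score as covariate, chosen after seeing the values, gave it a log2 change of -1.22, which also closes the gap, and drops 2 of the 4 genes of Table 2 called there by limma (Rgs4 and Zfp319). The other 32 of 33 ratios of Tables 2 and 3 did not differ by both more than 1.5 times and more than the larger SD between replicates of the groups compared. Among these 32 the ratio of Tnfrsf17 was 0.471 here and 0.76 in the paper, with an SD of 0.9 log2 units between replicates, and that of Zkscan6 was 1.05 and 0.79.

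Statements on single genes also differ. The paper's text calls Gria1 less conclusive, with mean fold changes that may point to a rise at both doses in C57L/J. The legend of Fig. 3 has it as downregulated. Here its log2 change was 0.30 at 12.5 Gy and -0.17 at 15 Gy in C57L/J. At 15 Gy it was 0.39 without replicate 3, which carried skeletal muscle transcripts, 0.33 with the muscle score and 0.21 with array weights. These values have the direction of the paper's text. In C57BL/6J Gria1 changed by -0.47 at 15 Gy, the direction that text gives for that strain. The paper names Auts2 and Gria1 among threshold genes, but neither entered that set under any setting run. Retnla did by limma as first set. The paper describes Specc1 as dependent on dose at its p limit. Here a filter on low values called Specc1 from 0 to 12.5 Gy (unadjusted p = 0.0082). C1qb was called there with an intensity trend, array weights, the mean of probe sets or a filter on low values. Zfp319 and Specc1 were not called at the second step under any setting run, and Cyp26b1 was, in the direction opposite to its first step. Of the genes of Table 2, Rgs4 and Pon1 were called at both C57BL/6J steps in a fit over all arrays, and Pon1 and Cyp26b1 with an intensity trend or a filter on low values. The paper gives a more than 2-fold change as the criterion of Table 3, while most ratios in the table lie within 2-fold. Zkscan6 of Table 3 ran opposite to the table, and the other 23 measured genes ran the same way. None of the 24 met the p limit by limma as first set. Jchain was called with a filter on low values, with the replicate block and without replicate 3 at 15 Gy, and Slc16a6 with the random variance t test (unadjusted p = 0.01, just under the limit), in a fit over all arrays, with array weights, after quantile normalization, without replicate 3 at 12.5 Gy and with a floor of 32. Dusp1 was called with an intensity trend or a filter on low values, and Rasgef1b with these, with array weights or with a floor of 32; that floor was chosen after seeing the values.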

Other observations

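Of the tests given here, those on club cells and on a type 2 or macrophage response were chosen only after their results had been seen. In irradiated CBA/J lungs 15 of 34 p53 targets rose and 19 of 28 B cell genes and 8 of 10 genes of MHC class II presentation fell (limma adjusted p under 0.05); with an estimated correlation none of these lists was called (adjusted p = 0.054 for each). Cdkn1a rose by 3.19 ± 0.15 on the log2 scale (SE, limma adjusted p = 0.000453) in irradiated against sham-irradiated lungs, while the B cell gene Ms4a1 fell by 2.45 ± 0.31 (adjusted p = 0.0148) and the antigen presentation gene H2-Ob by 2.98 ± 0.32 (adjusted p = 0.00812). The lymphocyte receptor gene Btla fell by 2.71 ± 0.14 at 12.5 Gy (adjusted p = 0.0352) and by 2.58 ± 0.12 at 15 Gy (adjusted p = 0.00962). Of the antioxidant genes Slc7a11 rose by 2.22 ± 0.35 (adjusted p = 0.0282) and Srxn1 by 1.38 ± 0.24 (adjusted p = 0.0377; log2 change 1.5 without the muscle-bearing arrays, with 1 sham array left); 3 of 17 rose, and 11 adjusted over the list alone. Of 268 genes that moved the same way in C57L/J and C57BL/6J at 12.5 Gy, 262 did so in CBA/J at 12.5 Gy (160 at an unadjusted p under 0.01, 8.7 for independent lists) and 264 at 15 Gy (195, against 15.1). Median-centring moved the median of all genes by 0.13 at 12.5 Gy and 0.11 for irradiated against sham in CBA/J, and changed the split of higher and lower genes from 169 and 425 to 269 and 270 at 12.5 Gy, from 440 and 582 to 526 and 393 at 15 Gy, and from 430 and 606 to 618 and 393 for irradiated against sham. Between 12.5 and 15 Gy 102 higher and 131 lower genes became 73 and 152.

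In C57BL/6J single genes of neutrophils, red cells and the immediate early response moved with irradiation, while for their lists chance cannot be excluded and with an estimated correlation the neutrophil (adjusted p = 0.11) and erythroid lists (0.072) were not called. S100a8 rose by 2.64 ± 0.47 (adjusted p = 0.0458) and S100a9 by 2.87 ± 0.52 (adjusted p = 0.0493), and the heme synthesis gene Alas2 fell by 2.62 ± 0.33 (adjusted p = 0.0143). Fos fell by 2.05 ± 0.16 (adjusted p = 0.0038) and Egr1 by 1.91 ± 0.26 (adjusted p = 0.0174), while the interferon-induced gene Ifit1 rose by 1.06 ± 0.16 (adjusted p = 0.0248; log2 change 0.87, unadjusted p = 0.015, without the muscle-bearing arrays, with 1 array left at each dose of irradiation). Of 19 neutrophil genes 3 rose, and 11 adjusted over the list alone. For 35 interferon response genes these numbers were 2 and 20; of 13 erythroid genes 3 fell, and 3 adjusted over the list alone, and of 23 immediate early genes 5 and 12 fell. In C57L/J 15 against 0 Gy gave 141 higher and 197 lower genes, and 158 and 143 after median-centring; 15 against 12.5 Gy gave 78 and 37, and 59 and 45 after quantile normalization; irradiated against sham gave 282 and 384, and 359 and 244 after median-centring.

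The rise of Retnla after irradiation was set against 3 explanations. Adipose tissue on the irradiated arrays is argued against in C57L/J, where the log2 change at 12.5 Gy was 1.46 with an adipocyte score as covariate and the mean of the adipocyte gene Adipoq was 9.26 at 0 and 9.55 at 12.5 Gy. In C57BL/6J the mean of Adipoq was 9.16 at 0 and 11.63 at 15 Gy, and the log2 change of Retnla at 15 Gy was 1.41 ± 0.25 (SE) with the adipocyte score, which argues against adipose tissue as the cause there. A higher share of club cells is argued against in C57L/J at 12.5 Gy by the median change of their markers, -0.15, and stays open in C57BL/6J. A type 2 immune or alternatively activated macrophage response may take part and stays open. Of the 24 other genes of that list 1, Il33, was higher at an unadjusted p under 0.01 in C57L/J at 12.5 Gy. By sign alone 15 were lower there than in sham-irradiated lungs. The median log2 change of the list there was -0.06, 0 after quantile normalization and 0.03 after median-centring. In C57BL/6J at 15 Gy 0 of the other genes were higher at an unadjusted p under 0.01. In CBA/J Retnla changed by 0.69 ± 0.88 at 12.5 Gy and 0.26 ± 0.91 at 15 Gy, with an SD of 1.8 between sham arrays. Without replicate 3 of the sham arrays these changes were 1.73 (limma unadjusted p = 0.00023, adjusted p = 0.21) and 1.3 (0.0081 and 0.16). At 15 Gy the direction turned without replicate 1 or 2 of the sham arrays (-0.28 and -0.23). It also turned with the muscle score as covariate (-2.05, limma unadjusted p = 0.0098, adjusted p = 0.22). Without the muscle-bearing arrays the change was -1.81, with 1 sham array left. The study's criterion was thus met at 15 Gy in either direction, depending on the setting.

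Other splits of the arrays were counted for each result. Chance can be excluded for the common genes (269, highest other split 13), their enriched lists (14, highest other 1) and the correlation between strains (0.242, highest other 0.166), with 1 of 100 splits as large in each case. It can be excluded for irradiated against sham in C57L/J (666, highest other 445), C57BL/6J (1067, highest other 585) and CBA/J (1036, highest other 813), with 1 of 84. For the gene lists called in these comparisons chance cannot be excluded, with 12 splits as large in C57L/J (18, highest other 24), 6 in C57BL/6J (23, highest other 28) and 8 in CBA/J (18, highest other 21). Chance cannot be excluded for the interaction, with 22 of 100 splits that exchanged the strains within a dose as large (215, highest other 680), its gene lists, with 28 of 100 (11, highest other 19), the dose-dependent genes, with 33 of 100 (21, highest other 336), or the threshold genes, with 71 of 100 (2, highest other 11). Splits that moved doses within a strain, of which 26 of 100 were as large (highest other 1514), do not test the interaction, since the response shared by both strains enters them: in the highest the sham-irradiated and 12.5 Gy arrays had changed places in C57BL/6J and not in C57L/J, and 18 of 25 splits as large had done so by majority in 1 strain, against 30 of 74 others. The splits with several times the real count of interaction or dose-dependent genes point to a structure of the samples. In the highest for dose-dependent genes the 3 sham-irradiated arrays made up the middle group, but only 6 of 32 splits as large had 2 or 3 of them there.

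With 3 arrays against 3 the 10 splits are too few to test chance. The real count and the highest other were 822 and 182 for 12.5 against 0 Gy, 338 and 138 for 15 against 0 Gy, and 115 and 260 for 15 against 12.5 Gy in C57L/J. In C57BL/6J they were 659 and 251, 693 and 211, and 103 and 436, where all 10 splits gave at least as many genes, and 4 of 10 in the last comparison of C57L/J. The split with 436 genes points to a structure of the samples between 12.5 and 15 Gy in C57BL/6J. In CBA/J they were 594 and 321, 1022 and 235, and 233 and 215. Gene lists called were 20 and 14 for 12.5 against 0 Gy in C57L/J, 24 and 19 in C57BL/6J, and 13 and 11 for 15 against 12.5 Gy in C57BL/6J.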
